# Adaptive ER stress promotes mitochondrial remodelling and longevity through PERK-dependent MERCS assembly

**DOI:** 10.1038/s41418-025-01603-7

**Published:** 2025-11-01

**Authors:** Jose C. Casas-Martinez, Qin Xia, Penglin Li, Maria Borja-Gonzalez, Antonio Miranda-Vizuete, Emma McDermott, Peter Dockery, Leo R. Quinlan, Katarzyna Goljanek-Whysall, Afshin Samali, Brian McDonagh

**Keywords:** Ageing, Macroautophagy

## Abstract

The transfer of information and metabolites between the mitochondria and the endoplasmic reticulum (ER) is mediated by mitochondria-ER contact sites (MERCS), allowing adaptations in response to changes in cellular homeostasis. MERCS are dynamic structures essential for maintaining cell homeostasis through the modulation of calcium transfer, redox signalling, lipid transfer, autophagy and mitochondrial dynamics. Under stress conditions such as ER protein misfolding, the Unfolded Protein Response (UPR^ER^) mediates PERK and IRE1 activation, both of which localise at MERCS. Adaptive UPR^ER^ signalling enhances mitochondrial function and calcium import, whereas maladaptive responses lead to excessive calcium influx and apoptosis. In this study, induction of mild acute ER stress with tunicamycin (TM) in myoblasts promoted myogenesis that required PERK for increased MERCS assembly, mitochondrial turnover and function. Similarly, treatment of *C. elegans* embryos with an acute low concentration of TM, promoted an extension in lifespan and health-span. The adaptive ER stress response following a low dose of TM in both myoblasts and *C. elegans*, increased MERCS assembly and activated autophagy machinery, ultimately promoting an increase in mitochondrial remodelling. However, these beneficial adaptations were dependent on the developmental stage, as treatment of myotubes or adult *C. elegans* resulted in a maladaptive response. In both models the adaptations to UPR^ER^ activation were dependent on PERK signalling and its interaction with the UPR^mt^. The results demonstrate PERK is required for the increased mitochondrial ER communication in response to adaptive UPR signalling, promoting mitochondrial remodelling and improved physiological function.

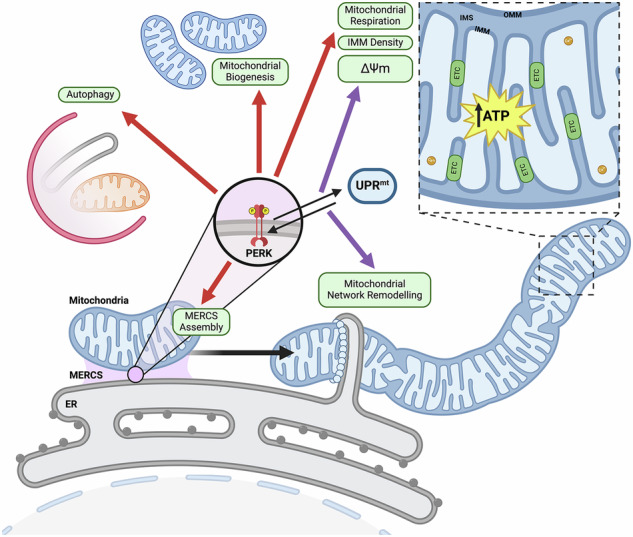

## Introduction

The ER and mitochondria are highly dynamic structures continuously undergoing structural remodelling in response to specific cellular signals. Communication between these organelles can result in physical interactions, called mitochondrial ER contact sites (MERCS), that synergistically affect both organelles [1, 2]. MERCS are dynamic structures that remodel in response to intra- and extra cellular signals, affecting the function of both mitochondria and ER [3–5]. As a result, mitochondrial function is highly sensitive to changes in ER homeostasis and ER stress, transmitted to mitochondria through changes in metabolite communication (Ca^2+^ signalling or lipid exchange) or via stress-responsive signalling pathways [6]. An accumulation of misfolded proteins within the ER can activate the unfolded protein response (UPR^ER^). The activation of the UPR^ER^ can be an adaptive beneficial response, or under conditions of chronic ER stress can be maladaptive, resulting in pro-apoptotic signalling events. Disruption of MERCS assembly and communication between these organelles has been reported in an array of age-related diseases including cancer, neurodegenerative conditions and sarcopenia [7]. Targeting or modulating inter organelle communication by modulating MERCS assembly is a potential therapeutic strategy for various pathophysiological conditions.

The UPR^ER^ is activated following ER stress, mediated by protein kinase RNA-like ER kinase (PERK), inositol-requiring enzyme 1α (IRE1α) and activating transcription factor 6 (ATF6) [8]. Activation of the PERK arm results in phosphorylation of Serine51 of eukaryotic initiation factor 2α (eIF2α) [9], promoting a rapid attenuation of global mRNA translation, reducing the protein load for folding in the ER [10]. Phosphorylated eIF2α increases selective translation of activating transcription factor 4 (ATF4), inducing the translation of ER stress genes related to the restoration of cellular homeostasis [8]. Accumulation of misfolded proteins, protein aggregation and inefficiency in mitochondrial import, results in the activation of the UPR^mt^ by ATF4, activating transcription factor 5 (ATF5) and C/EBP homologous protein (CHOP) [11]. Together they promote the transcription of genes that aid in the recovery of proteostasis, upregulating chaperonins, chaperones, proteases and antioxidant proteins [12].

PERK can modulate mitochondrial function in response to ER stress and is reported to localise at MERCS [2, 13, 14]. PERK activation following ER stress has been demonstrated to be required for acute stress-induced mitochondrial hyperfusion (SIMH) [13]. Mitochondrial morphology can switch from tubular to hyperfused or fragmented, depending on cellular metabolic conditions and in response to stress insults [15]. Mitochondrial dynamics regulated by fusion, fission and biogenesis [16], maintains the efficient diffusion of metabolites and proteins [17] and mtDNA levels [18]. The ER can coordinate mitochondrial dynamics by establishing contact sites between ER tubules and mitochondria [19]. Depending on the severity of the cellular stress, ER-mitochondria signalling can directly affect mitochondrial function leading to either pro-survival or pro-apoptotic signals [20]. An increase in MERCS assembly facilitates Ca^2+^ transfer between the organelles, affecting mitochondrial metabolism due to many Ca^2+^-dependent enzymes within the tricarboxylic acid cycle, while prolonged Ca^2+^ entry can result in the opening of the mPTP, triggering pro-apoptotic signalling [21].

The nematode *Caenorhabditis elegans* is an excellent physiological model for dissecting the mechanisms of adaptive signalling. During ageing, *C. elegans* body wall muscles undergo a decline in mitochondrial dynamics, accumulation of lipids and loss of muscle mass, similar to the ageing process of skeletal muscle from vertebrates [22]. The UPR^ER^ is highly conserved in nematodes, whose function resembles their mammalian orthologues [23]. The activation of UPR^mt^ in *C. elegans* is regulated by the transcription factor ATFS-1 (ATF5 ortholog in *C. elegans)*. ATFS-1 is imported into the mitochondrial matrix by recognition of its mitochondrial targeting sequence by TOM/TIM, where it is degraded by the matrix-localized protease LON [11]. Perturbations of mitochondrial homeostasis impair ATFS-1 mitochondrial import and promotes the nuclear translocation of ATFS-1, resulting in the activation of the UPR^mt^ [24].

This study investigated the role of adaptive UPR^ER^ signalling at an early developmental stage in a cell model of myogenesis and using the whole organism *C. elegans*. Mechanistically adaptive UPR^ER^ signalling resulted in increased MERCS formation, increased mitochondrial dynamics and function that improved myogenesis and healthspan of *C. elegans*. PERK/PEK-1 was identified as the signalling mechanism underlying the adaptive UPR^ER^ response and resulted in downstream activation of ATF5/ATFS-1. The results provide novel insights into the potential of targeting UPR^ER^ signalling and MERCS assembly to develop therapeutic strategies to mitigate age-related conditions and neurodegenerative diseases.

## Materials and methods

### *C. elegans* strains and culture conditions

*C. elegans* strains used in this study are listed in Supplementary Table 4. Nematode Growth Medium (NGM) was used to maintain worms at 20° C.

### RNA interference

RNAi downregulation was performed by feeding worms with HT115 bacteria expressing the dsRNA of the desired target gene. A single colony of the corresponding bacteria was inoculated into LB, supplemented with ampicillin (100 μg/ml), and incubated at 37° C overnight. NGM plates containing ampicillin (100 μg/ml) and IPTG (1 mM) were seeded with 100 μl of the bacterial culture and incubated at 37° C for 48 h. A synchronised population of worms were grown on plates containing the corresponding RNAi.

### Cell lines culture conditions

C2C12 cells were grown in standard growth medium (GM) containing DMEM with 10% FBS and 1% penicillin/streptomycin_._ Cells were differentiated using DMEM containing 2% horse serum (DM) and allowed differentiate for up to 7 days. Myotube area, diameter and fusion index were quantified as previously described [25]. For siRNA, cells were treated with 50 nM siRNA for 5 h in serum-free DMEM. Media was refreshed with GM, and cells were allowed to recover overnight. Knockdown efficiency was validated by Western blotting of the proteins.

### Cell and *C. elegans* treatments

TM treatment of C2C12 skeletal muscle myoblasts was performed when cells reached 70–80% confluency. Cells were treated with a range of TM concentrations for 8 h, subsequently cells were allowed to recover in DM overnight, myoblasts were prepared for analysis or differentiated in DM for 7 days. TG treatment of myoblast was performed following the same procedure as with the TM treatment. For *C. elegans* a synchronised population of eggs were obtained by bleaching. S medium was prepared using a pellet of OP50 resuspended in M9 buffer and harvested eggs were treated with TM diluted in S medium for 24 h [26]. The same procedure was followed for the treatment with thapsigargin (TG) and N-acetyl cysteine (NAC). After treatment, larvae were transferred to NGM plates and allowed to grow until adulthood.

### Western blotting

C2C12 myoblasts were homogenised on ice in lysis buffer (150 mM NaCl, 20 mM Tris pH 7.5, 1 mM EDTA pH 8.3, 0.5% SDS, 1% Triton) supplemented with protease and phosphatase inhibitors. Samples were prepared by scraping of cells, followed by 30 s homogenisation. Protein extracts were quantified using the Bradford assay. Protein samples were diluted with Laemmli buffer, 20 μg of protein was loaded onto 12% SDS PAGE gels for Western blots. The proteins were transferred using a semi-dry blotter and the membrane was stained with Ponceau S to ensure complete transfer and for normalisation. Membranes were blocked in 5% milk in TBS-T or 3% BSA in TBS-T (for phosphorylated proteins). Subsequently, membranes were incubated with primary antibodies (as listed) at a 1:1000 dilution overnight, following washing membranes were incubated with secondary antibodies at a 1:10000 dilution in TBS-T in the dark for 1 h. Images were captured using the Odyssey FC imaging system. Quantification of selected bands was performed using densitometry macros in ImageJ and normalised using total protein staining. Uncropped Western blots are displayed in the Supplementary data file.

### PCR analysis

TRIZol was added directly onto the cells and transferred into 1.5 ml Eppendorf tubes. For *C. elegans* samples, age-synchronised worms were incubated with TRIZol (500 µl/NGM plate) and vortexed for 30 s. Chloroform was added, tube was shaken vigorously by hand for 15 s and incubated for 5 min. RNA precipitation was achieved by adding 100% isopropanol to the aqueous phase and incubated at –20° C overnight. RNA pellets were washed by adding 80% ethanol, supernatant was discarded and the tubes allowed to air dry. RNA was reconstituted in 10 μl of RNase-free H_2_O. Samples were analysed using the NanoDrop2000 spectrophotometer. cDNA was synthesised using 500 ng of RNA. For cDNA synthesis all samples used 500 ng of RNA, 1 ml random hexamers, 4 ml RT Buffer, 2 ml DTT, 1 ml dNTP, 1 ml Superscript II and 1 ml Ribolock. The samples were run in a thermocycler for 10 min at 65 °C and 60 min at 42 °C, samples were diluted 10× (180 μL H_2_O) and kept at –20 °C until needed. For the PCR analysis of XBP1 splicing, a PCR master mix was prepared containing: 1 μL of a primer mix Fwd+Rev (each 10 μM), 4 μL of H_2_O, and 6.25 μL of RedTaq for each sample. 12.25 μL of master mix was added to each of the reaction PCR tubes and then 1.25 μL of cDNA into each tube (total volume of 15 μL). Tubes were placed in a thermocycler with the following program: [*Xbp-1u* and *Xbp-1s*] 94 °C for 3 min, 94 °C for 30 s, 58 °C for 30 s, 72 °C for 30 s, 72 °C for 7 min (repeat steps 2 to 4 for 35 cycles), followed by 4 °C until analysis. RT-qPCR was used to study gene expression was performed using SybrGreen qPCR as previously described [25]. Expression relative to the corresponding housekeeper gene was calculated using the ΔΔCt method.

### Immunohistochemistry

Mitochondrial staining of myoblasts was performed following overnight recovery in DM following TM treatment. Medium was aspirated and cells were rinsed with PBS. Myoblasts were then incubated with mitochondrial dyes for content (200 nM MitoTracker green), and membrane potential (100 nM TMRM) or ROS (5 μM MitoSox) diluted in serum-free DMEM for 20 min. After a final PBS wash, images were captured. Regions within each cell showing staining fluorescence signals were identified as mitochondrial. CTCF was calculated by the integrated density—(area of cell X Mean fluorescence of background readings) [27]. MF20 immunostaining was performed after 7 days of differentiation. Following fixation, samples were blocked and incubated overnight with 1:500 primary MF20 antibody in 2% horse serum in PBS and 1:2000 of secondary antibody solution (anti-mouse 488) in 2% horse serum in PBS. Cells were incubated for 10 min in the dark at RT with 1:10,000 DAPI in PBS. Myotube diameter was determined by measuring the thickest diameter of each myotube. The myotube area fraction measures the percentage of the total image area that was occupied by myotubes. The fusion index, measures the fraction of the nuclei that are inside the myotubes and the total nuclei number, indicating their regenerative potential.

### Viability assay

The live/dead assay used a combination of ethidium bromide and acridine orange to distinguish between viable and nonviable cells. Ethidium bromide and acridine orange at 1:1000 in PBS, was added to the cells and incubated at room temperature for 5 min. After incubation, the cells were imaged using an EVOS 7000 microscope, and the images were analysed with ImageJ software to quantify the number of live, dead, and necrotic cells. Each experimental group consisted of 3 replicates, with 4 images captured per replicate. Acridine orange stained all cells green, red-stained nuclei indicated cell death.

### Mitochondrial respiration rates

C2C12 myoblasts were plated in triplicate in XF HS Mini Analyzer plates at a density of 8000 cells per well in a total volume of 200 μl per well and incubated for 24 h. Cells were washed once with XF Real-Time Mito-Stress Assay Medium at 37 °C. The concentrations of chemicals were optimised and based on the supplier instructions, 2 μM Oligomycin, 2 μM FCCP, and 1 μM antimycin A. For measuring mitochondrial respiration rates of *C. elegans*, the compounds (10 μM FCCP and 40 mM sodium azide) were added to the hydrated cartridge. Three replicates for each condition were each well containing 8–13 worms and transferred to XF HS Mini Analyzer plate before starting the calibration process, *C. elegans* procedures were performed at 20 °C as previously described [28].

### Mass spectrometry

Proteomics was performed to indicate the global label-free relative abundance of proteins. Protein extracts were prepared using a hand homogeniser. Samples were incubated with trypsin overnight at 37 °C, digestion was stopped and RapiGest removed by acidification [29]. Mass spectrometry analysis was performed at the proteomics facility NICB at Dublin City University. An UltiMate 3000 RSLCnano LC system was coupled to an Orbitrap Fusion^TM^ mass spectrometer, LC-MS/MS analysis was performed as described in [30].

Mass spectrometry data was analysed for global changes in protein abundance. Raw files were processed using MaxQuant (v1.6.0.16) against a *Mus musculus* protein database (UniProtKB/Swiss-Prot/TrEMBL, n sequences). Results were filtered at 0.01 false discovery rate (FDR) at both peptide and protein levels. Quantification was performed using Prostar software [31]. Proteins with fewer than three valid values in at least one experimental condition were filtered out. Proteins with a p-value < 0.01 and Log_2_FC ratio >0.58 or <–0.58 (FC > 1.5) giving an estimated 6.5% FDR by Benjamini-Hochberg correction. Volcano plots were generated using R 4.3.2 and the package ggplot2 3.4.4. Enrichment analysis and dot-plots were obtained with ShinyGO.

### RNA sequencing and bioinformatic analysis

Total RNA was extracted from 4 individual NGM plates containing a population of *C. elegans*. A NanoDrop 2000 was used to determine each sample’s purity and concentration. Samples were sent to Novogene for bulk RNA-sequencing on Illumina platforms. Data analysis was performed by Novogene including sample and data quality control. Alignment was performed using the reference *C. elegans* genome with HISAT2 2.0.5, gene expression quantification with featureCounts v1.5.0-p3, differential expression analysis with DESeq2 v1.20.0 and gene set enrichment analysis was performed with GSEA v4.3.2. The differential expression was obtained by normalisation of the raw readcount, the hypothesis test’s probability (p-value) was calculated by a statistical model and finally multiple hypothesis test corrections were used to obtain FDR values. The Multiple Testing online tool was used to calculate the FDR of the comparison [32]. The selected differential expression analyses were *EMBRYO CNT vs EMBRYO TM* and *L4 CNT vs L4 TM*. The screening criteria for differential genes used were Log_2_FC > 1 and p adj < 0.05. R 4.3.2 was used for generation of volcano plots with ggplot2 3.4.4. Enrichment analysis and dot-plots were obtained with ShinyGO. PathVisio 3.3.0 was used to highlight altered pathways from detected transcripts.

### Ca^2+^ imaging

Cells were washed with Ca^2+^-containing medium (NaCl 135 mM, KCl 5 mM, MgCl_2_ 1 mM, CaCl_2_ 2 mM, HEPES, 10 mM and Glucose 1 mM, pH 7.45) and loaded with 2 μM Fluo-4/AM (5 μM) for 40 min. Cells were washed and left in the dark for an additional 15 min to allow for the de-esterification of Fluo-4/AM. Media was replaced and images were recorded over a 20 min video at 0.5 Hz. To assess Store-Operated-Ca^2+^-Entry (SOCE), an indicator of Ca^2+^ levels in the ER, the classical thapsigargin/Ca^2+^ re-addition protocol was followed [33]. Briefly, cells were left for 5 min in Ca^2+^-containing medium, media was replaced with Ca^2+^-free medium. After 2 min, 1 μM thapsigargin was added and after 8 min media was replaced with Ca^2^-containing medium. Timelapse videos were processed and analysed using FluoroSNAP in MATLAB as described in [34, 35].

### Transmission electron microscopy

C2C12 myoblasts, myotubes and *C. elegans* were fixed using 2% glutaraldehyde and 2% paraformaldehyde in 0.1 M sodium cacodylate buffer at pH 7.2. Following fixation, the buffer was replaced with 1% osmium tetroxide in 0.1 M sodium cacodylate buffer (pH 7.2). Subsequently, samples underwent dehydration using a series of ethanol concentrations and were infiltrated with resin-acetone mixtures overnight, starting with a 50:50 mixture, a 75:25 mixture, and finally 100% resin. Ultra-thin sections (70–90 nm) were cut in a sagittal plane using a diamond knife and mounted onto 3 mm copper grids. The grids were then counterstained for 5 min with 2% uranyl acetate and 5 min with 2% lead citrate, after that they were examined under a Hitachi 7500 TEM microscope at a magnification of ×10,000, ×25,000 and ×60,000. Traditional point-counting methods assessed cell and organelle composition and parameters were calculated following formulas described in [36].

### Lifespan assays

One hundred L4 worms were transferred to NGM plates supplemented with 10 mM 5-fluorouracil (5-FU). At L4 stage, worms were transferred to the 5-FU supplemented NGM plates. Lifespan assay was initiated on day 1 of adulthood and their viability was scored every 2 days. Worms were considered dead when the animal did not respond to gentle touch with a pick, animals were censored when they died by desiccation, ruptured vulva or internal hatching.

### Oxidative stress survival assays

On day 1 of adulthood, 50 worms were transferred to a 24-well plate, each well containing 250 μl of M9 buffer and a final concentration of 10 mM NaAsO_2_ or 100 mM of Paraquat in M9 buffer. Viability was scored every hour and the worms were considered dead when the animal did not respond to gentle touch with a pick [37]. For the tBuOOH stress assay NGM plates containing 15.4 mM tBuOOH were used. 50 worms were transferred to the test plates along with some OP50 to avoid their escape from the plate (during the first hour of the assay the worms were monitored every 10 min to avoid desiccation when trying to escape the plate). Viability was scored every hour and the worms were considered dead when the animal did not respond to gentle touch with a pick [38].

### *C. elegans* imaging

For imaging mitochondrial parameters, worms were incubated with either of 2.5 μM MitoTracker Red CMXRos or 10 μM MitoSOX Red, diluted in M9 buffer, for 10 min or 1 h, respectively. Worms were transferred to seeded NGM plates and allowed to forage for 2 h to prevent stain accumulation. Subsequently, worms were immobilised on unseeded NGM plates using a drop of 20 mM Levamisole. All steps were conducted in darkness. ImageJ was used to assess the GFP CTCF for each worm. In all strains including length measurements, 15 worms per replicate, for a total of three replicates were immobilised on unseeded NGM plates and imaged. The length measurements were assessed using the *segmented line* tool from ImageJ.

LysoSensor green and LysoTracker staining were conducted on *C. elegans* by soaking in M9 buffer containing 10 mM LysoSensor Green DND 189 and LysoTracker red DND 99 for 1 h. Worms were transferred to fresh NGM plates with OP50 and allowed to recover for 1 h. Imaging was conducted at X60 magnification and the LSG/LTR fluorescence in the intestine area for each worm was analysed using ImageJ. Oil red O staining was conducted as previously reported [39]. Animals were mounted on glass slides. Oil red O was quantified from colour images using the level of excess red intensity in the red channel compared to the blue and green channels as described [40].

The physiological stress reporters *hsp-4p::GFP, hsp-6p::GFP and gst-4p::GFP* were imaged using the standard procedure adapted from [38]. Prior to the imaging induction of ER or mitochondrial stress was performed. L4 *hsp-4p::GFP* animals were transferred to plates with 25 ng/μl TM supplemented OP50 plates for 16 h. L4 *hsp-6p::GFP* animals were treated with 50 μM CCCP supplemented OP50 plates for 8 h. Day 1 *gst-4p::GFP* animals were treated with 50 µM Paraquat in M9 Buffer for 2 h, followed by a recovery on NGM plates for 2 h. The *myo-3::mitoGFP* reporter strain for muscle mitochondrial morphology was imaged using ×60 magnification. On day 1 of adulthood, 45 worms per condition were immobilised with 20 mM Levamisole on a 4% agar pad slide. Mitochondrial morphology between the pharynx and vulva was evaluated based on three classifications: filamentous (showing filamentous mitochondrial networks), punctate (displaying mostly fragmented mitochondria), and intermediate (exhibiting isolated mitochondrial networks) [41]. Mitophagy was assessed using the *p*_*myo-3*_*TOMM-20::Rosella* (a gift from the Tavernarakis lab) strain. Imaging was conducted at X40 magnification and the CTCF of green and red fluorescence in the head region of each worm, selecting a muscle-specific area just anterior to the intestine to avoid gut autofluorescence, was analysed using ImageJ.

### CeleST swimming activity assay

Swimming behaviour of the different *C. elegans* strains was assessed at day 1 of adulthood or as indicated. On the day of the assay, a glass slide with a 10 mm pre-printed ring was prepared and loaded with 50 μl M9 Buffer. Five worms were picked and placed into the swimming area, for 45 animals per condition. Worms were allowed to settle in the M9 Buffer for 20 s before starting recording. 30 s movies with ~16 frames per second of the animals were taken using a Nikon LV-TV microscope with a OPTIKA C–P20CM camera and processed by CeleST software [42].

### Statistical analysis

Statistical data were represented as mean ± SEM. For comparisons of means between two groups a two-tailed unpaired Student’s *t* test was performed (data normality validated using GraphPad prism). For comparisons involving more than two groups, one-way or two-way analysis of variance (ANOVA) was used. Lifespan and survival assay data were analysed using Kaplan–Meier survival analysis with a Log-rank test when comparing two conditions. For multiple comparison survival analysis, χ^2^ and Bonferroni corrected p-value were calculated for each condition, using the online platform for statistical analysis of survival data, OASIS 2 [43]. Chi-square test was used to compare the distribution into multiple categories. Prism version 9.5 software package for MacOS was used for the statistical analysis. A p-value < 0.05 was considered statistically significant and the significance indicators were assigned: *p ≤ 0.05,**p ≤ 0.01,***p ≤ 0.001 and ****p ≤ 0.0001.

## Results

### PERK promotes myogenesis in myoblasts subjected to physiological levels of ER stressors

To investigate the role of adaptive UPR^ER^ during myogenesis, C2C12 myoblasts were exposed to a range of concentrations of the ER stressor tunicamycin (TM) for 8 h, followed by differentiation into myotubes (Supplementary Fig. 1A). Notably, treatment of myoblasts with 0.2 μg/ml TM significantly enhanced the myogenic potential of myoblasts. However, concentrations above 0.4 μg/ml were detrimental and promoted cell death (Supplementary Fig. 2A). To determine if the response was an ER stress response or specific to TM, the SERCA inhibitor thapsigargin (TG) was also used. A low concentration of TG (10 nM) also promoted an increase in myogenic parameters (Supplementary Fig. 2B). Inhibition of PERK with AMG PERK44 (AMG) resulted in no difference in myogenesis parameters compared to controls (Fig. 1A). Furthermore, the combined AMG + TM treatment group (AMG + TM) exhibited no change when compared to the AMG group (Fig. 1A). However, inhibition of IRE1α with MKC8866 (MKC) led to a significant decrease in all the parameters compared to controls (Fig. 1A). Nevertheless, the MKC + TM group exhibited an increase in myogenic parameters compared to MKC alone (Fig. 1A). Interestingly, TM-treated myoblasts exhibited a significant decrease in cell viability, with an even greater decrease observed in the AMG + TM group (Supplementary Fig. 2C).

**Fig. 1:**
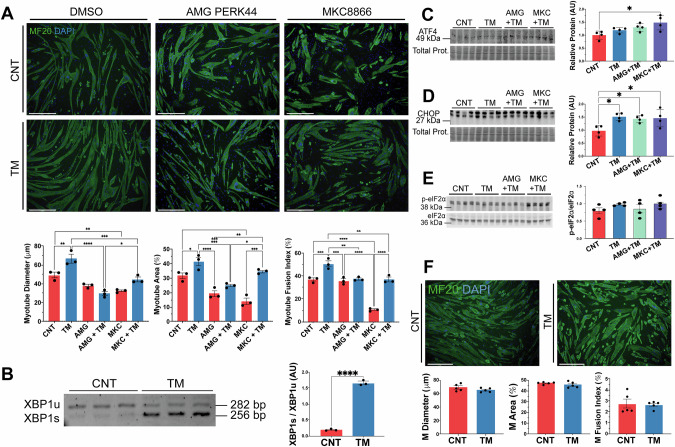
Treatment of C2C12 myoblasts with an acute low concentration of the ER stressor tunicamycin (TM) promotes myogenesis. **A** MF20 immunostaining following TM 0.2 μg/mL treatment of myoblasts resulted in an increase in myotube diameter, area and fusion index. Mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001 One-way ANOVA. **B** PCR analysis of mRNA expression levels of XBP1s/XBP1u in TM-treated myoblasts. Each lane represents independent biological replicates, data represented as mean ± SEM; ****p ≤ 0.0001 Student’s *t* test. **C–E** Western blot of ATF4, CHOP and p-EIF2*α*/EIF2*α* in TM-treated myoblasts. Each lane represents independent biological replicates, data represented as mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 One-way ANOVA. **F** MF20 immunostaining following TM treatment 0.2 μg/mL of myotubes, n = 5. Scale 275 μm. Mean ± SEM; Student’s *t* test.

PCR analysis confirmed activation of the IRE1α arm of the UPR^ER^, with a shift toward the spliced, active form of XBP1 (XBP1s) following TM treatment (Fig. 1B). Western blot analysis of UPR^ER^ markers revealed no significant changes in the ER chaperone GRP78, though there was an increasing trend in eIF2α phosphorylation (Supplementary Fig. 2D). There was an increase in the levels of ATF4 in MKC + TM-treated cells, and increasing trend in eIF2α phosphorylation, while CHOP increased following TM treatment and was elevated in both AMG + TM and MKC + TM groups (Fig. 1C–E). To evaluate the different UPR pathways, we performed a qPCR analysis of markers of the mammalian UPR^ER^ (*Hspa5*, *Dnajc3*, *Ddit3*, *Herpud1*, *Pdia4* and *Edem1*) [44] and UPR^mt^ (*Atf5, Lonp1, Hspe1, Hspa1a, Hspd1* and *Hsp90aa1*) [45]. A similar response in all UPR^ER^ markers was observed, a slight increase in gene expression with the TM treatment, however there was a significant increase in levels of UPR^ER^ genes following TM treatment in combination with the PERK inhibitor (Supplementary Fig. 2E). The expression of UPR^mt^ genes *Atf5* and *Lonp1*, follow the same pattern as the UPR^ER^ markers, however, the gene expression of *Hspe1, Hspa1a, Hspd1* and *Hsp90aa1* did not change (Supplementary Fig. 2F). Similar to inhibition of PERK with AMG44, knock-down of PERK (siPERK) in myoblasts decreased myotube diameter following differentiation. Knock-down of PERK or CHOP combined with the TM treatment, exhibited a reduction in myotube area and fusion index compared to siRNA CNT (Supplementary Fig. 2E). Additionally, TM treatment of differentiated, untreated myotubes did not result in any significant differences in the myotube parameters (Fig. 1F). Collectively, these findings demonstrate that inducing mild ER stress in myoblasts improved myogenesis and identified an essential role of PERK in adaptive UPR signalling.

### PERK promotes MERCS assembly and mitochondrial adaptations during adaptive UPR

The effects of TM treatment (0.2 μg/ml for 8 h) and/or PERK inhibition on mitochondrial content and function were evaluated in myoblasts (Fig. 1A). MitoTracker Green staining was used to assess mitochondrial content and increased with TM treatment. No differences were observed between the AMG group and the controls (Fig. 2A). Mitochondrial ROS was assessed using MitoSOX staining and there was no change in MitoSOX staining in the TM and AMG groups. However, an increase in fluorescence was observed in the AMG + TM group (Fig. 2A). Additionally, MitoTracker Green and TMRE staining was used to assess mitochondrial membrane potential (ΔΨm), there was a significant increase in both MitoTracker Green and TMRE staining following TM treatment. The ratio of the intensities indicated that TM treatment promoted mitochondrial biogenesis and enhanced ΔΨm (Supplementary Fig. 2F). Both the mitochondrial fusion protein MFN2, which plays a role in mitochondrial-ER tethering [46, 47], and the mitochondrial content indicator TOM20 increased with TM treatment (Fig. 2B, C). The oxygen consumption rate of C2C12 myoblasts demonstrated enhanced basal and maximal respiration, non-mitochondrial respiration, and ATP production in TM-treated cells compared to controls, AMG, and AMG + TM groups (Fig. 2D, E). Furthermore, transmission electron microscopy (TEM) organelle ultrastructure analysis of myoblasts demonstrated an increase in the membrane surface area of mitochondria (S_A_), mitochondrial elongation (aspect ratio) following TM treatment; these adaptations were blocked by PERK inhibition (Fig. 2F, G). Notably, these mitochondrial adaptations were preserved following differentiation into myotubes (Fig. 2I, J). Additional parameters, including mitochondrial volume fraction, cristae membrane density (S_A_ IMM/OMM) and ER surface area, increased in both myoblasts and subsequent myotubes following TM treatment (Supplementary Fig. 2G). The evaluation of MERCS surface area demonstrated an expansion of mitochondrial and ER membranes that are in close proximity following TM treatment. The formation of these expanded subdomains was blocked by inhibition of PERK (Fig. 2F–H). The increase in MERCS surface area was sustained after differentiation into myotubes (Fig. 2I–K). Together, the data demonstrates that PERK is required during adaptive UPR^ER^ to form MERCS and increase mitochondrial content and function in myoblasts, which were maintained following differentiation into myotubes.

**Fig. 2:**
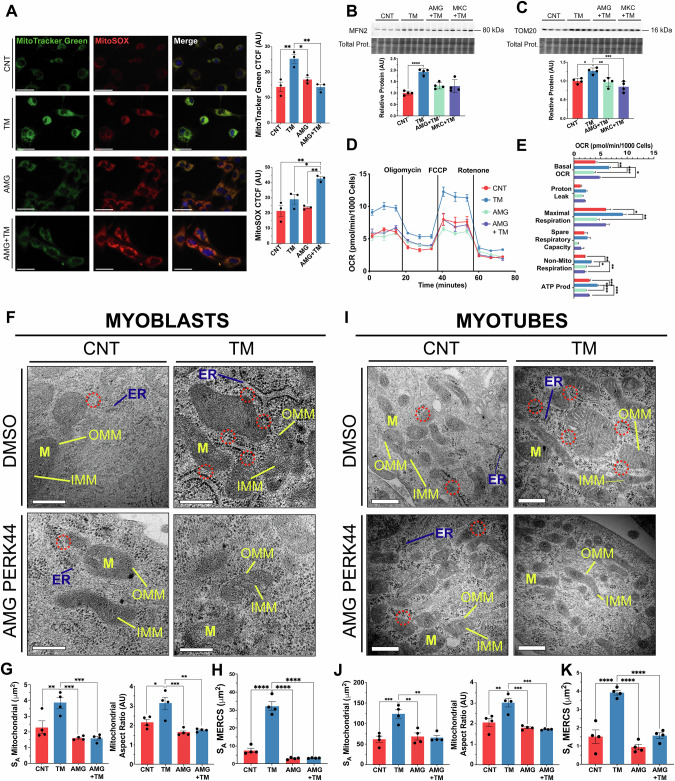
Adaptive UPR^ER^ signalling increases mitochondrial capacity and MERCS assembly that depends on the PERK arm of the UPR^ER^. **A** TM treatment increased mitochondrial content (MitoTracker Green) but did not affect MitoSOX staining; n = 3. Scale 40 μm. Mean ± SEM; * p ≤ 0.05 and **p ≤ 0.01 One-way ANOVA. **B**, **C** Increased levels of MFN2 and TOM20 in TM-treated myoblasts. Each lane represents independent biological replicates, data represented as mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 One-way ANOVA. **D**, **E** TM treatment of myoblasts increased basal and maximal respiration rate, ATP production and non-mitochondrial respiration. Mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001 One-way ANOVA. **F**, **G**, **H** Representative TEM images of sections of myoblasts. Mitochondrial surface area, aspect ratio and MERCS surface area increased with the TM treatment. PERK inhibition resulted in no differences compared to the control.; n = 4. Scale 200 nm. Mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001 One-way ANOVA. **I**, **J**, **K** Representative TEM images of sections from myotubes following TM treatment of myoblasts demonstrating the increase in mitochondrial surface area, aspect ratio and MERCS surface area was maintained in myotubes following TM treatment.; n = 4. Scale 200 nm. Mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001 One-way ANOVA.

### PERK is required for adaptive UPR^ER^ activation of autophagy and mitophagy

To determine the mechanisms underlying the adaptations promoted by the UPR^ER^ in myoblasts, proteomic changes induced by an 8 h treatment with 0.2 μg/ml TM was performed. Global label-free proteomics quantified 2513 proteins, 71 proteins were significantly upregulated and 27 downregulated following TM treatment (Fig. 3A). Enrichment analysis of the 71 significantly upregulated proteins identified several pathways and proteins involved in *Mitophagy* and *mitochondrial ADP/ATP transport* (ADRO, TPP1, TXTP, MTDC, SYHM, RM12, KAPCA, ADT1 and ADT2), indicating active remodelling of the mitochondrial network and mitochondrial respiration (Supplementary Fig. 2J, K). Also, upregulated were proteins related to *Cell cycle and differentiation* (PTBP3, RCC1, CCNK, MD1L1 and MYH10) (Fig. 3A, B). One of the most significantly upregulated proteins was ERD22, a member of the KDELR family highly involved in the maintenance of ER homeostasis during adaptive UPR^ER^ signalling [48]. There was a significant increase in gene expression of *Kdelr2* following TM treatment (Supplementary Fig. 2L). No significant pathway enrichment was identified among the 27 downregulated proteins, which spanned diverse biological processes, including *mitochondrial RNA processing* and *protein translation* (4EBP1, MRT4, RPR1B and EI2BA) (Fig. 3A).

**Fig. 3:**
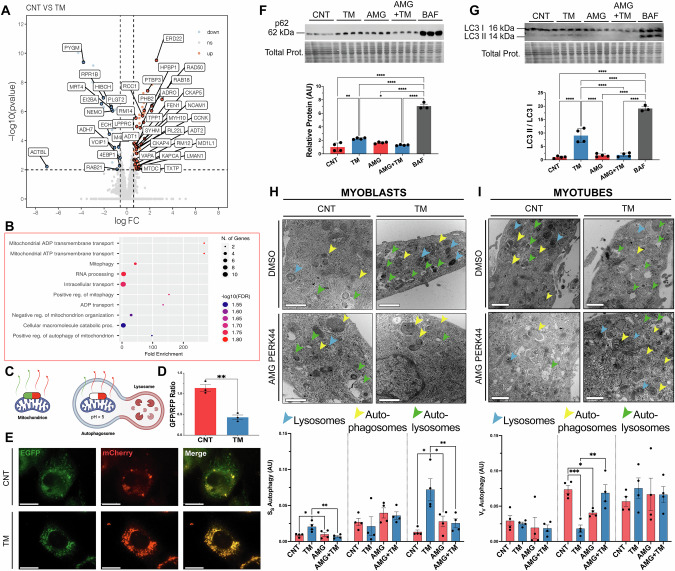
Adaptive UPR^ER^ signalling in myoblasts promotes autophagy and mitochondrial turnover. **A** Volcano plot of LFQ proteomic data of protein abundance following TM treatment (FDR = 1.58%). The cut-offs (represented as dotted lines) for significant changes are FC > 1.5 and P < 0.01. Blue dots indicate down-regulated proteins, red dots indicate up-regulated proteins. Four biological replicates per condition. **B** GOBP ShinyGO enrichment of significantly upregulated proteins. **C** Graphical diagram of the pH-sensitive construct for visualisation of mitochondrial turnover. **D**, **E** Increased mitophagy in TM treated myoblasts, represented by a decrease in the GFP/RFP ratio.; n = 3. Mean ± SEM; **p ≤ 0.01 Student’s *t* test. Scale 25 μm. **F**, **G** Western blot of protein extracts for p62 and LC3 II/I. Each lane represents independent biological replicates, data represented as mean ± SEM; *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 One-way ANOVA. **H** Representative TEM images of sections of TM treated myoblasts and quantification of the lysosome, autophagasomes and autolysosome fractions. n = 4. Scale 400 nm. Mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 One-way ANOVA. **I** Representative TEM images of sections of myotubes treated with TM at myoblast stage and quantification of lysosome, autophagasome and autolysosome fractions. n = 4. Scale 400 nm. Mean ± SEM; *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.001 One-way ANOVA.

To further explore mitochondrial turnover, live-cell imaging was performed using the mitophagy reporter plasmid [*Cox8-EGFP-mCherry*] [49], transfected into myoblasts before TM treatment. The reporter contains a pH-sensitive GFP and a pH-stable RFP to track mitochondrial turnover; GFP fluorescence is quenched in acidic lysosomes, while RFP remains stable, allowing an estimation of mitophagy (Fig. 3C). TM treatment significantly reduced the GFP/RFP ratio compared to the control group, indicating an induction of mitophagy (Fig. 3D, E). Western blot analysis of autophagy-related proteins revealed that ULK1 levels were elevated in the TM group compared to the CNT, AMG, and AMG + TM groups (Supplementary Fig. 2M). p62 levels increased in the AMG and AMG + TM groups compared to the CNT and TM groups, indicating reduced autophagic flux (Fig. 3F). Finally, increased expression of ATG5 (Supplementary Fig. 2N) and LC3-II/I (Fig. 3G) in the TM group indicates enhanced autophagosome formation. Ultrastructure analysis of the autophagic bodies by TEM, evaluated changes in the volume fraction of lysosomes, autophagosomes and autolysosomes from myoblasts and myotubes. Myoblasts exhibited an apparent increase in the volume fraction of lysosomes and autolysosomes in the TM group compared to CNT, AMG and AMG + TM groups (Fig. 3H). In contrast, myotube analysis indicated no change in lysosome or autolysosomes volume fractions between groups, although there was a decrease in autophagosome volume in the TM group compared to the CNT and AMG + TM groups (Fig. 3I). Changes in [Ca^2+^]_i_ showed a slight, but not significant, increase in the maximal increase of store-operated calcium entry (SOCE) from the TM-treated myoblasts compared to controls (Supplementary Fig. 2O). Additionally, ER volume was assessed using an ER-targeting plasmid [*ER (KDEL)-mNeonGreen*] to estimate the ER membrane area relative to cellular surface area, revealing a significant expansion in ER membrane area following TM treatment (Supplementary Fig. 2P). Overall, proteomic and ultrastructural analyses revealed that TM treatment induces mitophagy and enhances autophagic flux during myogenesis. These adaptations depend on PERK activity and potentially play a crucial role in regulating organelle turnover.

### Early-life induction of the UPR^ER^ extends lifespan and preserves healthspan in *C. elegans*

*C. elegans* was used as a physiological model to assess the role of UPR^ER^ signalling in a whole organism. To replicate the in vitro myogenesis model, worms were treated at an early developmental stage. Following bleaching, embryos were harvested and exposed to 1.25 μg/ml TM in S Medium for 24 h and larvae plated and allowed to develop normally (Supplementary Fig. 1B) [50]. There was an increase in the longevity of TM-treated worms compared to controls (Fig. 4A). To determine if the response was an ER stress response or specific to TM, the SERCA inhibitor TG was used. Treatment with 150 nM of TG also promoted an increase in lifespan and increased filamentous mitochondrial network (Supplementary Fig. 3A, B). Reproductive potential was significantly reduced in the TM group (Fig. 4B). Importantly, this decrease in progeny was not associated with increased embryo lethality (Supplementary Fig. 3C). Interestingly, TM-treated worms exhibited increased body length compared to controls (Fig. 4C). The activation of both the UPR^ER^ and the UPR^mt^ was confirmed using transcriptional GFP reporter strains for *hsp-4* (orthologue of mammalian HSPA5/Grp78) and *hsp-6p* (ortholog of the human mtHSP70). TM treatment resulted in greater UPR^ER^ and UPR^mt^ activation capacity compared to controls (Fig. 4D, E). Analysis of the IRE-1 branch of the UPR revealed increased splicing of XBP-1 in TM-treated worms (Fig. 4F). The survival of the worms against a range of different toxicants was assessed. The resistance of the TM treated group against sodium arsenite, the redox cycler Paraquat and the organic peroxide tBuOOH was higher than the control group at adult day 1 (Fig. 4G–I). CeleST (*C. elegans* Swim Test) was performed to assess physical fitness and mobility during ageing [42]. The fitness levels were evaluated on days 1, 5, 10 and 15 of adulthood. Fitness markers including wave initiation rate, travel speed and activity index decreased with age in both groups but remained significantly higher in TM-treated worms compared to controls at all time points (Fig. 4J, Supplementary Fig. 3D, E). Conversely, frailty markers including stretch, average body curvature and curling increased with age in both groups, but these were consistently lower in the TM group, indicating better maintenance of physical health in the TM-treated groups (Fig. 4K, Supplementary Fig. 3F, G). The results demonstrate that early-life UPR^ER^ activation extends lifespan, increases stress resistance and promotes healthspan by preserving physiological fitness and reducing frailty during ageing.

**Fig. 4:**
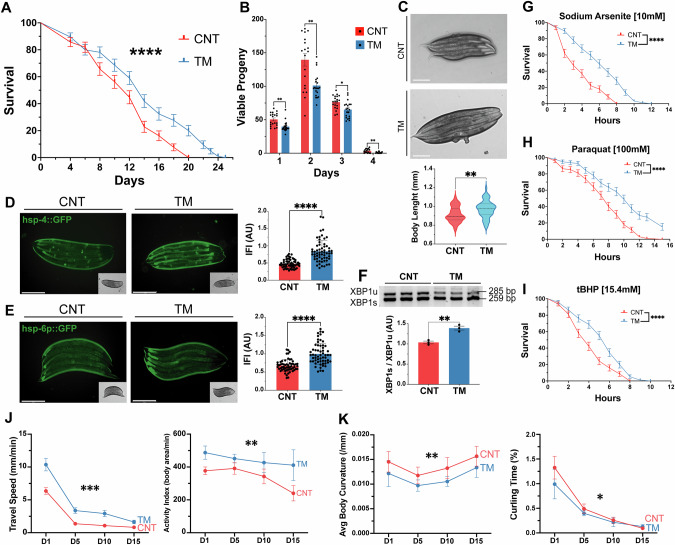
Activation of UPR^ER^ in *C. elegans* at an early developmental stage increased longevity, stress resistance and fitness. **A** Lifespan assay of TM treated N2 strain. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals/group. Mean ± SEM; ****p ≤ 0.0001 Log-rank (Mantel-Cox) test. **B** TM treatment decreased progeny in N2 wild-type *C. elegans*. Data from 20 animals/group. Mean ± SEM; * p ≤ 0.05 and **p ≤ 0.01 Student’s *t* test. **C** Body length of N2 wild-type TM-treated worms. Data from 20 animals/assay. Mean ±  SEM; **p ≤ 0.01 Student’s *t* test. **D**, **E** Activation of UPR assessed by *hsp-4*::GFP (UPR^ER^)and *hsp-6p*::GFP (UPR^mt^) following TM treatment. Scale 275 μm. Mean ± SEM of at least 20 animals/assay. ****p ≤ 0.0001 Student’s *t* test. **F** Semiquantitative PCR analysis of expression ratio between XBP1s:XBP1u transcripts. n = 3, Each lane represents independent biological replicates, data represented as mean SEM; **p ≤ 0.01 Student’s *t* test. **G**, **H**, **I** Survival of wild type in Sodium Arsenite, tBuOOH and Paraquat. Kaplan–Meier survival plots of two independent experiments initiated with 45 animals/group. Mean ± SEM; ****p ≤ 0.0001 by Log-rank (Mantel-Cox) test compared with wild-type control. **J** CeleST physical fitness parameters at days 1, 5, 10, and 15. Data mean of at least 30 animals/assay. **K** CeleST physical frailty parameters at days 1, 5, 10, and 15 individual values controls and TM-treated worms during ageing. Data mean of at least 30 animals/assay.

### Early-life induction of the UPR promotes lifespan extension in *C. elegans* through modulation of lipid metabolism and lysosome activation

As TM treatment of myoblasts resulted in improved myogenesis, while treatment of myotubes was detrimental, we assessed whether the adaptations promoted by the UPR^ER^ during early nematode development were similar to TM treatment of adult worms. TM treatment (1.25 and 5 μg/ml for 24 h) was performed during L4 to adult Day1 developmental stage of *C. elegans*. Both TM treatments (1.25 and 5 μg/ml) at L4 stage resulted in a significant reduction in lifespan (Fig. 5A), along with decreased resistance to paraquat and sodium arsenite (Fig. 5B, C). Interestingly, no change in resistance to sodium arsenite was observed in worms treated with the lower TM dose (1.25 μg/ml) (Fig. 5B). This highlights that the beneficial effects of TM treatment occurred only at an early developmental stage and treatment of adult worms resulted in negative effects similar to the myogenesis model.

**Fig. 5:**
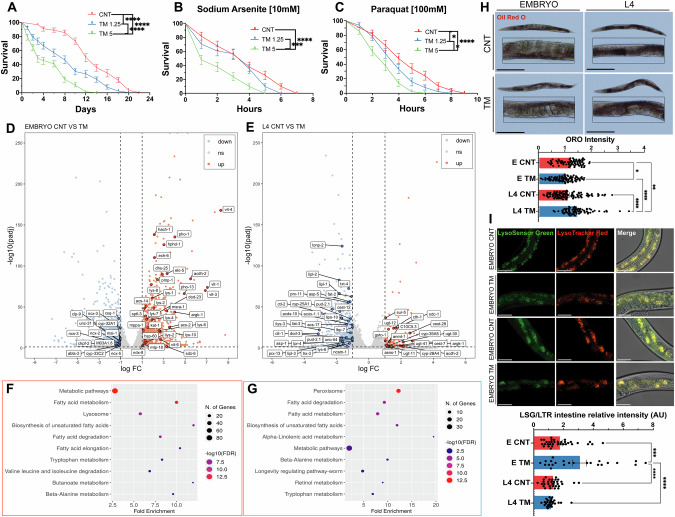
UPR^ER^ activation in *C. elegans* embryos or at L4 stage has opposite effects on lipid metabolism*.* **A** Lifespan analysis of N2 strain treated with TM at L4 stage. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals. Mean ± SEM; **** p ≤ 0.0001 Log-rank (Mantel-Cox). **B**, **C** Decreased survival of N2 worms treated with TM at L4 stage in 10 mM sodium arsenite and 100 mM Paraquat. Kaplan–Meier survival plots of two independent experiments initiated with 50 animals/group. Mean ± SEM; *p ≤ 0.05, ***p ≤ 0.001 and ****p ≤ 0.0001 Log-rank (Mantel-Cox). Volcano plot of differentially expressed genes (DEGs) following TM treatment of embryos (**D**) or adults (**E**), red significantly upregulated genes and blue significantly downregulated genes. Four biological replicates per condition. **F** Dot plot of Shiny GO KEGG analysis of DEGs in embryo group. Upregulated pathways are in red and downregulated pathways are in blue. **G** Dot plot of Shiny GO KEGG analysis of DEGs in L4 group. Upregulated pathways are in red and downregulated pathways are in blue. **H** Oil Red O stained N2 worms following TM treatment at embryo or L4 stage. 3 independent experiments with at least 20 animals per strain; Scale 275 μm. Mean ± SEM; *p ≤ 0.05, **p ≤ 0.01 and ****p ≤ 0.0001 by ANOVA. **I** Intestine of wild-type worms incubated with LysoSensor Green (LSG) indicator of lysosomal pH and LysoTracker Red (LSR) indicator of lysosome content, three independent experiments with 10 animals per condition; Scale 50 μm. Mean ± SEM; ***p ≤ 0.001 and ****p ≤ 0.0001 by ANOVA.

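All 22 genes labelled as upregulated in Fig. 5D were higher past both thresholds of the limma test in EMBRYO TM, and both labelled as downregulated were lower, of which unc-31 was within the fold change threshold at -0.99 on the log2 scale. In L4 TM, the 3 genes labelled as upregulated in Fig. 5E were higher past both thresholds, and all 11 labelled as downregulated were lower, 8 of them past both. The other 3, asp-1, lbp-7 (-0.95) and prx-13 (-0.94), passed the adjusted p alone. These 4 genes are named because of their values.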

RNA sequencing was performed to determine the molecular mechanisms underlying the different responses dependent on the developmental stage. 

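RNA was sequenced from wild-type N2 worms in 4 groups, EMBRYO CNT, EMBRYO TM, L4 CNT and L4 TM, with 4 libraries per group from separate plates. Tunicamycin (TM), which blocks N-linked glycosylation and so causes endoplasmic reticulum stress, was used at 1.25 μg/ml for 24 h, and the worms are described as Day 1 adults. The authors aligned the reads with HISAT2, counted them per gene with featureCounts and deposited FPKM values, that is fragments scaled for gene length and library size, for 46589 genes in each of the 16 libraries. In the deposited table, the authors' own group means carry the heading L1 for both EMBRYO groups and D1 for both L4 groups. The genome build is not given in the sources used here. In every library, FPKM multiplied by gene length came out as whole multiples of 1 step for 100% of values within 0.01 reads, so the number of reads on genes could be recovered. It ranged from 14214146 to 18201046 in EMBRYO CNT (median 15112482), from 13716456 to 15744453 in EMBRYO TM (median 14344134), from 12361026 to 26922902 in L4 CNT (median 19072610) and from 18964835 to 47193068 in L4 TM (median 20433577). L4 TM replicate 4 had the most reads of the 16 libraries, but only 0.702% of its detected genes had a single read, against 8.97% to 10.9% in the other 15 libraries. Values were tested on the log2(FPKM + 1) scale with limma, on genes with a mean FPKM of at least 1 over the libraries compared, and a gene was counted as changed when its log2 fold change was beyond 1 in either direction and its Benjamini-Hochberg adjusted p was under 0.05. The pseudocount of 1 understates the change of genes with low values.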

A transcriptome analysis was conducted on Day 1 adults that were treated with TM 1.25 μg/ml at embryonic stage (EMBRYO group) (Fig. 5D) or treatment with TM at L4 stage (L4 group) (Fig. 5E). Differentially expressed genes (DEGs) were analysed (Log_2_-fold change >1 and adjusted p-value < 0.05) from EMBRYO (FDR = 2.38%) and L4 separately (FDR = 1.1%). DEGs from EMBRYO-treated groups reported 1249 upregulated and 2042 downregulated genes. 

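In the comparison of EMBRYO TM with EMBRYO CNT, 14930 genes were tested by limma on log2(FPKM + 1), and 756 were higher and 1136 lower past both thresholds. By adjusted p alone, 3837 genes were higher and 4026 lower. Over the settings that kept both thresholds, the counts ranged from 427 and 440 with a pseudocount of 5 to 1261 and 2529 with limma's voom on the recovered reads of all genes without a filter, chosen after the data were seen. The largest increase was in acdh-1 (C55B7.4, chromosome I, 6497438 to 6499316 as the deposited table gives it), from 0.634 ± 0.0784 FPKM (SD, n = 4) in EMBRYO CNT to 324.1 ± 35.8 FPKM (SD, n = 4) in EMBRYO TM. Its log2 fold change was 7.63 (standard error 0.09, limma adjusted p = 3.51e-10). It ranked first under every setting run other than a pseudocount of 5 (vit-4, 6.02) and without EMBRYO TM replicate 4 (vit-4, 7.72). The next increases were in 3 vitellogenin genes, which code for yolk proteins: vit-4 rose from 1.43 ± 0.461 to 437.2 ± 162 FPKM, vit-1 from 4.22 ± 1.31 to 548.1 ± 224 FPKM and vit-3 from 3.87 ± 1.34 to 439.6 ± 166 FPKM (SD, n = 4 in each group). The authors' counting can split or drop reads among the similar vitellogenin copies, so the value of a single copy is uncertain. The fifth was folt-2, with a log2 fold change of 5.78. The largest decrease was in clx-1 (C50F7.2, chromosome IV, 7734647 to 7736409), from 177.3 ± 15.1 FPKM in EMBRYO CNT to 0.296 ± 0.159 FPKM in EMBRYO TM (SD, n = 4), a log2 fold change of -7.11 (standard error 0.11, limma adjusted p = 1.53e-09). It was followed by dao-6 at -5.74, F08H9.4 at -5.21, sod-5 at -4.76 and F40G12.5 at -4.52 on the log2 scale. These 5 genes, clx-1 included, had means of 44.5 to 177.3 FPKM in EMBRYO CNT but of 0.0526 to 0.340 FPKM in L4 CNT. Their fall thus goes towards the level of the other control group.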

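A lysosome list and a fatty acid metabolism list, written by hand before the data were examined and not taken from KEGG, were tested in the EMBRYO comparison. Of 66 lysosome genes tested, 17 were higher and 3 lower (cpr-2, gba-3 and ppt-1) past both thresholds in EMBRYO TM, and the median log2 fold change was 0.45. The shift of the list against the other genes had an adjusted p of 2.42e-06 by limma's camera test, over 24 lists. Of 78 fatty acid metabolism genes, 22 were higher and 3 lower (acs-3, acs-7 and acs-16), with a median of 0.58 and a camera adjusted p of 4.39e-09. Adjusted over the list alone, 42 lysosome genes were higher and 11 lower, and 54 fatty acid genes were higher and 10 lower. Genes called higher were over-represented in both lists against the 14930 genes tested (Fisher's exact test, adjusted p = 9.24e-08 for the lysosome and 1.79e-10 for fatty acid metabolism). Both lists also passed limma's fry test (adjusted p = 9.61e-06 and 6.55e-07). The fry test asks whether the listed genes changed at all, and not whether they moved against the other genes. The camera test also called many lists when the 8 libraries were split in other ways, so the size of each median was compared across all 35 splits. The true split gave the largest median, taken relative to that of all genes, for both lists (two-sided exact permutation test, p = 0.0286, chosen after the data were seen).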

Functional enrichment analysis of the upregulated genes identified pathways related to lipid metabolism and lysosome activation (Fig. 5F). Both pathways have previously been described as key intermediates in the UPR regulation of ageing [51]. Gene set enrichment analysis (GSEA) indicated enhanced expression of genes associated with autophagy (lysosomal pathways) and mitochondrial activity (oxidative phosphorylation) (Supplementary Fig. 3I). 

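In EMBRYO TM, 49 nuclear genes of oxidative phosphorylation had a median log2 fold change of 0.08, and none passed both thresholds. Their shift was not past the threshold by camera (adjusted p = 0.188) and was past it by fry (adjusted p = 0.0309), while 3 of the 35 splits of the libraries gave a median as large (two-sided exact permutation test, p = 0.0857). Adjusted over the list alone by limma, 9 of these genes were higher and 6 lower. A list of 28 core autophagy genes, which holds genes of autophagosome formation and regulation and no gene of the lysosome list, moved in the other direction from the lysosome list. Its median was -0.33 (camera adjusted p = 0.00208, fry adjusted p = 2.03e-06), with 1 gene (atg-16.2) lower and none higher past both thresholds, and with 1 gene higher and 15 lower when adjusted over the list alone.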

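The 15 genes drawn with a colour in the fatty acid biosynthesis diagram of Supplementary Fig. 4A were looked up in the EMBRYO comparison. All 14 genes drawn as higher had a log2 fold change above 0, and 10 of them had a limma adjusted p under 0.05. Of these, ech-6 and fat-5 also passed the fold change threshold. The gene drawn as lower, acs-17, named after its value was seen, had a log2 fold change of -0.51. The largest value was in ech-6 (T05G5.6), which rose from 50.1 ± 5.27 FPKM in EMBRYO CNT to 218.0 ± 15.3 FPKM in EMBRYO TM (SD, n = 4). The diagram was made from the same libraries, so the tally is not independent of it.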

Lipid biosynthesis emerged as the most prominent upregulated pathway and there was an increase in most intermediates of this pathway (Supplementary Fig. 4A). Gene set enrichment analysis (GSEA) indicated positive enrichment of genes associated with autophagy (lysosomal pathways) and mitochondrial activity (oxidative phosphorylation) (Supplementary Fig. 4B). In contrast, the L4 group resulted in 146 upregulated and 811 downregulated genes (Fig. 5F). 

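In the comparison of L4 TM with L4 CNT, 11964 genes were tested, and 70 were higher and 383 lower past both thresholds. By limma's adjusted p alone, 2428 genes were higher and 1895 lower, but under median-ratio rescaling 1942 were higher and 2144 lower and with the replicate number as a block 1324 and 1363, so which direction holds more genes depends on the setting. The largest increase was in R193.2, from 0.861 ± 0.156 FPKM (SD, n = 4) in L4 CNT, with a log2 fold change of 3.20 (standard error 0.09, limma adjusted p = 3.96e-07). In the L4 comparison the first ranks depended on the setting: the largest increase was in 21ur-898 with a pseudocount of 0.1 (4.70), in gpdh-1 with a pseudocount of 5 (2.39) and in nspe-7 with voom (4.42). On the main scale R193.2 was followed by gpdh-1 at 2.85, hrg-4 at 2.58, nspe-7 at 2.52 and folt-2 at 2.40 on the log2 scale. nspe-7 belongs to a family of similar genes, so its reads can be shared with other members. The largest decrease was in T23E7.6, from 72.5 ± 10.3 FPKM (SD, n = 4) in L4 CNT to a mean of 5.33 FPKM in L4 TM, a log2 fold change of -3.55 (standard error 0.16, limma adjusted p = 2.98e-06). With a pseudocount of 0.1 the larger decrease was in mtl-1 (-4.83), as it was under TPM rescaling (-3.70), with voom (-6.10) and without L4 CNT replicate 2 (-3.95) or L4 TM replicates 1 (-3.62) or 2 (-3.64). On the main scale the next were mtl-1 at -3.49, ugt-18 at -3.06, T12D8.5 at -2.97 and T07G12.5 at -2.93. ugt-18 changed in the other direction in the EMBRYO comparison, where its log2 fold change was 2.53. Without L4 TM replicate 4, the library with few single-read genes, 72 genes were higher and 408 lower.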

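In L4 TM, the fatty acid metabolism list had a median log2 fold change of -0.16 over 70 genes tested (camera adjusted p = 0.00162, fry adjusted p = 2.29e-05), with 1 gene (elo-5) higher and 12 lower past both thresholds of the limma test. Adjusted over the list alone, 19 genes were higher and 35 lower. A list of 28 peroxisome genes, where part of fatty acid oxidation takes place, had a median of -0.83 (camera adjusted p = 6.06e-10), with 11 genes lower and none higher. A list of 29 longevity-related genes had a median of -0.37 (camera adjusted p = 9.84e-04), with 1 gene (gst-4) higher and 7 lower. Adjusted over the list alone, 2 peroxisome genes were higher and 19 lower, and 5 longevity genes higher and 15 lower. For each of these lists the median, relative to that of all genes, was the largest in size of the 35 splits of the 8 libraries (two-sided exact permutation test, p = 0.0286). The longevity list was also lower in EMBRYO TM by fry (adjusted p = 4.96e-05), with 3 genes (dod-23, fat-5 and fat-7) higher and 8 lower past both thresholds and 6 higher and 11 lower when adjusted over the list alone. Its median there was -0.14, which did not pass camera (adjusted p = 0.142) or the exact permutation (p = 0.200). The difference between the 2 effects had a median of -0.01 and a mean of 0.23, and passed the test by fry (adjusted p = 4.73e-06) and not by camera (adjusted p = 0.267).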

Functional enrichment of the downregulated genes highlighted pathways involved in lipid metabolism and *C. elegans* longevity (Fig. 5G). Pathway enrichment analysis identified a reduction in the expression of intermediates in the lipid biosynthesis pathway in the L4 treated group (Supplementary Fig. 4D). 

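Of the 15 coloured genes in the diagram of Supplementary Fig. 4D, 8 are drawn as higher in L4 TM and 7 as lower. All 8 drawn as higher had a log2 fold change above 0, between 0.01 and 0.52, and 5 of them had a limma adjusted p under 0.05. Of the 7 drawn as lower, 4 had a log2 fold change below 0, each with an adjusted p under 0.05, and 2 (acs-17 and F53C11.3, named after their values were seen) passed both thresholds. The other 3 were fasn-1 at 0.46 (standard error 0.08, limma adjusted p = 0.00228), ech-6 at 0.30 (standard error 0.17, limma adjusted p = 0.209) and ech-2 at 0.18 (standard error 0.11, limma adjusted p = 0.235). fasn-1 (F32H2.5, the fatty acid synthase gene) was at 18.9 ± 1.50 FPKM in L4 TM and 13.5 ± 0.916 FPKM in L4 CNT (SD, n = 4).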

GSEA revealed decreased expression of genes related to autophagy (lysosomes) and mitophagy in L4-treated worms (Supplementary Fig. 4E). These results were validated by qPCR of genes involved in lysosomal function (*vha-6*, *asah-1* and *cpr-1*) and lipid metabolism (*acox-1.5*, *elo-2* and *fat-5*), increased expression in the EMBRYO treated group and decreased expression of fat-5 and vha-6 in the L4 treated groups (Supplementary Fig. 4G, H). 

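In L4 TM, 64 lysosome genes had a median log2 fold change of -0.14 (camera adjusted p = 0.00172, fry adjusted p = 3.50e-06), with 7 genes lower and none higher past both thresholds, and with 12 higher and 23 lower when adjusted over the list alone. A list of 20 mitophagy genes had a median of -0.09, with 2 genes (dct-1 and sqst-1) lower and none higher, and 6 higher and 6 lower when adjusted over the list alone. Its shift was not past the threshold by camera (adjusted p = 0.284) and was past it by fry (adjusted p = 0.00267), and no other split of the 8 libraries gave a median as far from that of all genes (two-sided exact permutation test, p = 0.0286). The list was also lower in EMBRYO TM, with a median of -0.34 (camera adjusted p = 0.142, fry adjusted p = 0.00248, exact permutation p = 0.0286) and with 4 genes higher and 9 lower when adjusted over the list alone. The difference between the 2 effects had a median of -0.08 and did not pass the interaction test (camera adjusted p = 0.748, fry adjusted p = 0.571). The core autophagy list had a median of -0.08 (camera adjusted p = 0.00624, fry adjusted p = 0.00327), and 2 of the 35 splits gave one as large (exact permutation test, p = 0.0571).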

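In the RNA-seq values, which are a measurement apart from the qPCR, all 6 genes were higher in EMBRYO TM than in EMBRYO CNT past both thresholds of the limma test. vha-6 (VW02B12L.1, chromosome II), a subunit of the vacuolar proton pump, was at 171.2 ± 17.5 FPKM in EMBRYO TM and 57.8 ± 1.66 FPKM in EMBRYO CNT (SD, n = 4), a log2 fold change of 1.54 (limma adjusted p = 1.87e-06). The log2 fold changes of the other 5 were 1.08 for asah-1 (acid ceramidase), 1.89 for cpr-1 (a cathepsin B-like protease), 3.39 for acox-1.5 (a peroxisomal acyl-CoA oxidase), 1.94 for elo-2 (a fatty acid elongase) and 1.99 for fat-5 (a fatty acid desaturase), with limma adjusted p between 2.06e-08 and 3.36e-05. In L4 TM, fat-5 had a log2 fold change of -0.83 (standard error 0.09, limma adjusted p = 3.37e-04), from 33.6 ± 4.02 FPKM in L4 CNT to 18.4 ± 1.10 FPKM (SD, n = 4). vha-6 had a log2 fold change of -0.11 in L4 TM (standard error 0.06), which did not pass the limma test (adjusted p = 0.234) and did pass it without L4 TM replicate 4, at -0.15. asah-1, cpr-1 and acox-1.5 were lower in L4 TM, with log2 fold changes of -1.32, -2.32 and -1.44, and elo-2 was higher, at 0.41 (limma adjusted p = 0.0129). The elo-2 call was lost under TPM rescaling, where its log2 fold change was 0.40. Relative to the mean of cdc-42 and pmp-3, the reference genes of the qPCR, a scale chosen after the data were seen, vha-6 was lower in L4 TM by a log2 difference of -0.36 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0312 over 12 tests) and elo-2 was not past the test, at 0.15 (p = 0.114). The other 10 tests passed on that scale, with the direction unchanged. There asah-1 in EMBRYO TM was at 0.83, within the fold change threshold.

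**Figure D1:**
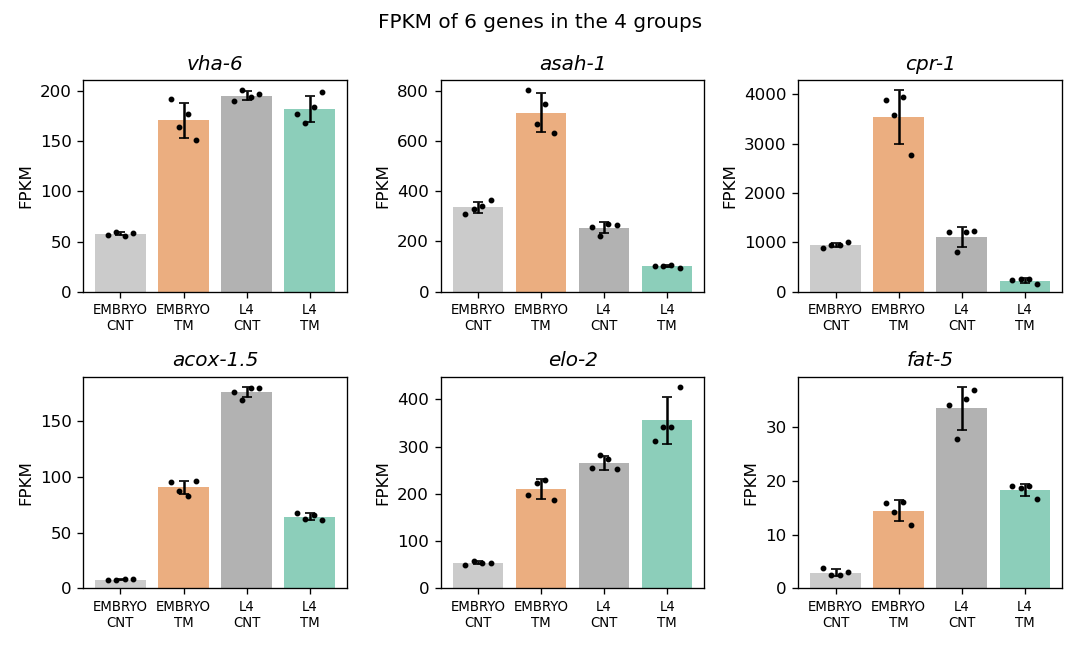
FPKM (linear axis from 0) of the 6 genes in the 4 groups. Bars are group means, error bars SD and points the 4 libraries of each group. In every gene the 4 EMBRYO TM libraries lie above the 4 EMBRYO CNT libraries, whereas in vha-6 the L4 TM libraries, from 168.8 to 199.0 FPKM, overlap the L4 CNT libraries, from 190.4 to 201.2 FPKM.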

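Of the 11671 genes tested in both comparisons, 648 were lower past both thresholds in EMBRYO TM and 64 were higher in L4 TM, and no gene was in both groups, where 3.55 would be shared if the groups were independent. At the level of families, defined by gene symbol, 7 of 31 glutathione S-transferase genes tested were lower and 3 (gst-26, gst-28 and gst-36) higher in EMBRYO TM, and 1 of 26 (gst-4) was higher and none lower in L4 TM. Among cytochrome P450 genes, 4 of 41 (cyp-13A10, cyp-13B1, cyp-32B1 and cyp-34A2) were lower and none higher in EMBRYO TM, and none of 40 was higher and 12 were lower in L4 TM. Of the UDP-glucuronosyltransferase genes, 1 of 43 (ugt-1) was lower and 11 were higher in EMBRYO TM, and 2 of 42 (ugt-12 and ugt-53) were higher and 4 (ugt-18, ugt-35, ugt-37 and ugt-52) lower in L4 TM, all by the limma test with both thresholds. The hand-written xenobiotic list, which contains these families, had a median log2 fold change of -0.15 over 115 genes in EMBRYO TM (camera adjusted p = 0.529) and -0.12 over 108 genes in L4 TM (camera adjusted p = 0.00177, fry adjusted p = 1.81e-04). In EMBRYO TM 14 of its genes were higher and 12 lower past both thresholds, and genes called higher were over-represented (Fisher's exact test, adjusted p = 0.00532) while those called lower were not (adjusted p = 0.789). In L4 TM 3 of its genes (gst-4, ugt-12 and ugt-53) were higher and 16 lower, and genes called lower were over-represented (Fisher's exact test, adjusted p = 3.69e-06) while those called higher were not (adjusted p = 0.607). Adjusted over the list alone, 33 genes were higher and 37 lower in EMBRYO TM, and 20 higher and 38 lower in L4 TM. Members of these families have similar copies, so single values are uncertain.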

Finally, comparing the functional enrichment of downregulated genes in the EMBRYO group with the upregulated genes in the L4 group demonstrated shared pathways related to metabolism (Supplementary Fig. 3C–F). These findings suggest that UPR^ER^ activation during early development promotes beneficial adaptations that contribute to lifespan extension, whereas induction later in life leads to a decline in similar protective mechanisms, particularly affecting lipid metabolism and autophagy.

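Among the genes tested in both comparisons, 34 were higher past both thresholds in EMBRYO TM and lower in L4 TM, where 22.1 would be shared if the groups of genes were independent. These included acox-1.5, asah-1 and cpr-1. A further 46 genes were higher in both comparisons (3.82 if independent) and 105 were lower in both (20.5 if independent). Of 63 lysosome genes tested in both comparisons, 29 were higher in EMBRYO TM and lower in L4 TM by sign, 2 the other way round, 21 higher in both and 11 lower in both. By the interaction test (limma adjusted p under 0.05), the signed log2 fold change was higher in the EMBRYO comparison for 36 of these genes and lower for 2. Across the lysosome genes the log2 fold changes had a Pearson r of -0.35. Across all 11671 genes the log2 fold changes of the 2 comparisons, which share no library, had a Pearson r of 0.37 and a Spearman rho of 0.46, and 70.3% of genes had the same sign. Genes are not independent replicates, so no p is given. From its RNA-seq findings, the paper proposes that early UPR activation brings adaptations that contribute to a longer lifespan, and that later induction lowers similar mechanisms, above all in lipid metabolism and autophagy.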

RNA sequencing highlighted the effects of TM treatment on lipid metabolism and the lysosome. Oil Red O staining, which stains neutral triglycerides and lipids, was performed in the different groups [40]. Interestingly, TM treatment decreased lipid staining in the EMBRYO group compared to the controls (Fig. 5J). However, in the L4 group, TM treatment increased lipid staining compared to the control group (Fig. 5J), supporting the transcriptomic data of increased expression of lipid-related genes in embryo-treated worms but a decrease in L4 treated worms. The lysosomal content and acidity were estimated using the LysoSensor green/LysoTracker red (LSG/LSR) ratio in the intestine [52]. Results demonstrated decreased pH in the lysosomes of N2 worms subjected to the TM treatment at the embryonic stage. No changes in lysosomal pH were reported in the animals treated at the L4 stage (Fig. 5K). An upregulation of lysosomal genes and increased intestinal lysosomal acidity in response to UPR^ER^ activation has previously been demonstrated to improve proteostasis and longevity in *C. elegans* [53]. RNAi knockdown of *lmp-1* (ortholog of LAMP1, a lysosomal membrane protein important for lysosomal function) had no effect on longevity or in combination with TM treatment (Supplementary Fig. 3L). RNAi knockdown of *lmp-1* also resulted in a more fragmented mitochondrial network after TM treatment (Supplementary Fig. 3M). These results suggest activation of autophagy is required for the adaptive UPR^ER^ increase in longevity and mitochondrial morphology. 

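The difference between the 2 effects of TM was tested directly as a stage by treatment interaction over all 16 libraries with limma. Of 13856 genes, 901 had a higher signed log2 fold change in the EMBRYO comparison than in the L4 comparison and 585 a lower one, past both thresholds. Over 76 genes of the fatty acid metabolism list the median difference was 0.86 on the log2 scale (camera adjusted p = 2.20e-23, fry adjusted p = 1.71e-12). Of the 70 genes tested in both comparisons, 48 had a higher signed log2 fold change in the EMBRYO comparison at a limma adjusted p under 0.05. A lower one was found for 2. By sign, 23 of these 70 genes were higher in EMBRYO TM and lower in L4 TM, 29 were higher in both, 17 lower in both and 1 lower in EMBRYO TM and higher in L4 TM. Among the 41 genes with a limma adjusted p under 0.05 in both comparisons, 15 went up in EMBRYO TM and down in L4 TM, 17 went up in both and 9 went down in both. The log2 fold changes of the 70 genes had a Pearson r of 0.38 across genes, which are not independent replicates. Of the 28 peroxisome genes, 10 are also in the fatty acid list. In all, 19 of the 28 were higher in EMBRYO TM and lower in L4 TM, 4 higher in both and 5 lower in both. Their signed log2 fold change was higher in the EMBRYO comparison for 22 and lower for none at a limma adjusted p under 0.05. Such counts give the direction of the difference and not which effect was larger in size. The peroxisome medians were 0.43 in EMBRYO TM and -0.83 in L4 TM. The median difference of the peroxisome genes was 1.15 (camera adjusted p = 9.90e-19, fry adjusted p = 4.53e-11). The control groups already differed in both lists. In EMBRYO CNT against L4 CNT the medians were -1.12 for fatty acid metabolism and -1.38 for the peroxisome. The interaction does not separate a different response to TM from this difference between the controls.

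**Figure D2:**
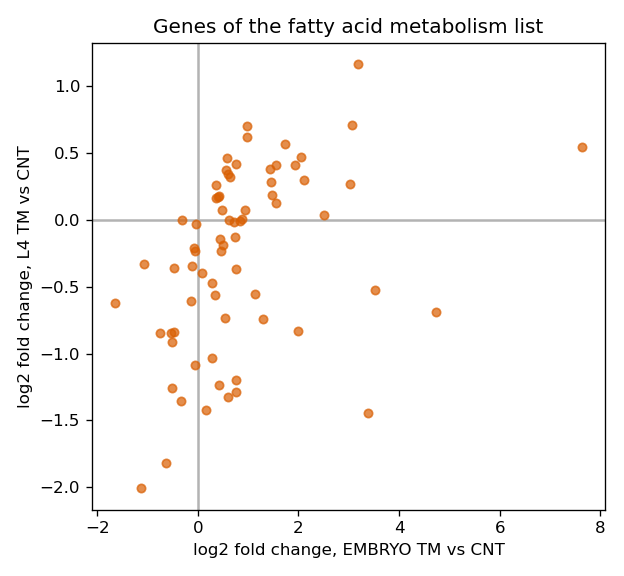
Log2 fold change of TM against CNT for the 70 fatty acid metabolism genes tested in both comparisons, EMBRYO on the horizontal axis and L4 on the vertical axis. Each point is a gene, and the 23 genes in the lower right part were higher in EMBRYO TM and lower in L4 TM.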

Overall, the effects of TM treatment were dependent on the developmental stage and resulted in the opposite expression of genes involved in lipid metabolism, and subsequent effects on longevity and oxidative stress resistance. The results support the findings in the myogenesis model and highlight increased plasticity for adaptations following UPR^ER^ induction at early developmental stages.

### Early-life UPR induction stimulates MERCS formation, mitochondrial capacity and mitophagy in *C. elegans*

In order to determine if there was a similar adaptive response in nematodes to the myogenesis model following TM treatment, the effects on mitochondrial content were assessed using a transcriptional P*cox-4*::GFP reporter [54]. The fluorescence intensity increased with TM treatment (Fig. 6A). MitoTracker Red staining was used to estimate mitochondrial membrane potential and there was a significant increase in the fluorescence intensity following treatment with TM (Fig. 6B), which was also observed using TMRM staining (Supplementary Fig. 3N). In addition, mitochondrial superoxide production was evaluated by MitoSOX staining, demonstrated a reduction in the TM group (Supplementary Fig. 3O). Mitochondrial respiration was assessed using adult day 1 *C. elegans* following treatment with TM at the embryo stage. TM-treated worms showed a slight, non-significant increase in both basal and maximal OCR, and there was a significant increase in non-mitochondrial respiration (Fig. 6C). TEM was used to analyse the mitochondrial ultrastructure of body wall muscle cells from *C. elegans* (Supplementary Fig. 1D). Stereological analysis revealed increased mitochondrial surface area in the TM group (Fig. 6D). Moreover, mitochondria from the TM treatment group, exhibited an increased aspect ratio, indicating more elongated, fused mitochondria. The surface area ratio between the inner (IMM) and outer mitochondrial membranes (OMM) was also significantly increased, reflecting a denser IMM structure (Fig. 6D), which may contribute to the observed improvements in mitochondrial function.

**Fig. 6:**
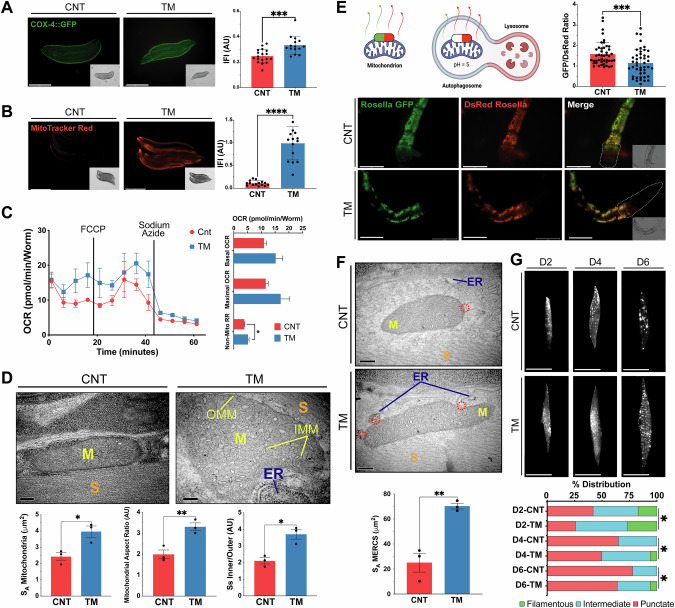
Early-life exposure of *C. elegans* to ER stress improves mitochondrial capacity, activates mitophagy and promotes MERCS assembly. **A** Mitochondrial content assessed using transgenic day 1 worms *pcox-4*::*gfp* following TM treatment. Three independent experiments with 15 animals/group. Scale 275 μm. Mean ± SEM; ***p ≤ 0.001. Student’s *t* test. **B** MitoTracker red staining of N2 strain following TM treatment. Three independent experiments were initiated with 15 animals/group. Scale 275 μm. Mean ± SEM; ****p ≤ 0.0001. Student’s *t* test. **C** Oxygen consumption of adult day 1 N2 worms following treatment with TM. Data from 3 independent experiments with 8–12 animals per well. Mean ± SEM; * p < 0.05 Student’s *t* test. **D** Representative TEM images of sections from day 1 *C. elegans* body wall muscle cells. Mitochondrial surface area, aspect ratio and IMM/OMM surface area ratio were calculated. Scale 200 nm. Mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 Student’s *t* test. **E** Representative images of the head region of the *pmyo-3::TOMM-20::Rosella* day 1 reporter strain following TM treatment from 3 independent experiments initiated with 15 animals/group; **p < 0.01 Student’s *t* test. Scale 75 μm. **F** Representative TEM images of sections from day 1 *C. elegans* body wall muscle cells. Representative images of 3 independent experiments initiated with 10 animals/group. Scale 200 nm. Mean ± SEM; **p ≤ 0.01 Student’s *t* test. **G** Representative images of day 2, 4 and 6 p*myo-3::mitogfp* reporter strain for muscle mitochondrial morphology, classified as either filamentous, intermediate or punctate. Three independent experiments were initiated with 15 animals/condition. Scale 50 μm. n = 3 *p < 0.05 Chi-square.

Mitochondrial turnover was assessed using the *pmyo-3::TOMM-20::Rosella* reporter strain, containing a pH-sensitive Rosella biosensor composed of a pH-sensitive GFP and a pH-stable RFP to track mitochondrial turnover in body wall muscle [55]. TM-treated worms exhibited a significantly lower GFP/DsRed fluorescence ratio, indicating increased mitophagy and enhanced mitochondrial turnover during adulthood (Fig. 6E). RNAi knockdown of *pdr-1* (ortholog of Parkin, regulator of mitochondrial turnover) had no effect on longevity but in combination with TM treatment decreased lifespan compared with TM alone, RNAi knockdown of *pdr-1* resulted in a more fragmented mitochondrial network (Supplementary Fig. 3J, K). RNAi knockdown of *lgg-1* (ortholog of LC3, required for autophagosome maturation) following TM treatment resulted in no change in lifespan or on mitochondrial morphology (Supplementary Fig. 3H, I). These results indicate activation of mitophagy is required for the increased longevity and changes in mitochondrial morphology following adaptive UPR^ER^ signalling.

As MERCS are essential for mitochondrial fission, TEM analysis was performed to quantify the surface area of mitochondria in close contact with the ER (<50 nm). TM-treated worms resulted in a marked increase in MERCS surface area compared to controls (Fig. 6F). Mitochondrial morphology was evaluated during ageing using a genetic p*myo-3::mitoGFP* reporter, for visualisation of the mitochondrial network from body wall muscle. Images were taken on days 2, 4 and 6 of adulthood and classified as punctate, intermediate or filamentous, depending on the mitochondrial network morphology [56]. Ageing resulted in a progressive shift towards more punctate (fragmented) networks (Fig. 6G). In contrast, TM-treated worms demonstrated a delayed onset of mitochondrial fragmentation, maintaining more filamentous and intermediate networks at all time points assessed (Fig. 6G). In order to investigate whether this response is redox dependent, the antioxidant N-Acetyl Cysteine (NAC) was used. TM treatment during early development in combination with NAC resulted in the repression of lifespan extension and increased mitochondrial fragmentation, indicating the beneficial adaptive UPR response has a redox component (Supplementary Fig. 3P, Q). Together, the data demonstrate that, similar to myoblasts, early-life TM treatment helps preserve mitochondrial network integrity and morphology during ageing, potentially through the formation of MERCS and regulation of mitochondrial turnover.

### PEK-1 (UPR^ER^) and ATFS-1 (UPR^mt^) crosstalk regulates the adaptations promoted by the UPR in *C. elegans*

To elucidate the mechanisms underlying UPR-mediated mitochondrial and physiological adaptations, we used mutant strains for the UPR^ER^ and UPR^mt^ signalling arms to evaluate their response to early-life TM treatment. Both the *ire-1(v33)* and *xbp-1(tm2482)* mutant strains were viable. However, TM treatment resulted in developmental arrest at the larval stage (Supplementary Fig. 3A). This phenotype has previously been reported, generation of double mutants of *ire-1* or *xbp-1* with *atf-6* or *pek-1* promoted developmental arrest at larvae stage L2 [57]. highlighting the critical role of the IRE-1 arm in the resistance to ER stress. Similar to the N2 strain, treatment of the *atf-6 (ok551)* mutant strain with TM resulted in increased longevity and stress resistance to sodium arsenite but not paraquat but increased MitoTracker Red staining (Supplementary Fig. 5B). Interestingly, following TM treatment, *atf-6* mutants exhibited a reduction in size at day 1 of adulthood, implying delayed development (Supplementary Fig. 5B). As the increased longevity and survival following TM treatment were also observed in N2 strain (Fig. 4A, G, H), it would suggest they are independent of ATF-6 signalling. Following TM treatment of the PEK-1 loss-of-function mutant strain (*pek-1* (ok275)), there was a decrease in lifespan (Fig. 7A), resistance to paraquat was reduced but resistance to sodium arsenite was unaltered (Supplementary Fig. 5C). There was a decrease in MitoTracker Red fluorescence intensity in the TM-treated *pek-1* mutants (Fig. 7B). The *pek-1* mutant strain also had a reduction in size following TM treatment (Supplementary Fig. 5C). TM treatment of *pek-1* mutant strain produced an opposite phenotype compared to the N2 strain, highlighting its importance for this adaptive response. TM treatment of ATFS-1 mutant (*atfs-1* (tm4525)) also exhibited a decrease in lifespan (Fig. 7C); however, resistance to oxidative stressors was unaltered (Supplementary Fig. 5D). The ΔΨm of the TM-treated *atfs-1* mutant strain decreased following TM treatment (Fig. 7D). Interestingly, TM-treated *atfs-1* mutant exhibited no differences in size compared to the control group (Supplementary Fig. 5D). The results highlight that TM treatment of the *atfs-1* mutant strain had similar results to the *pek-1* mutant and an opposite phenotype to N2 WT strain, highlighting its importance for this adaptive response.

**Fig. 7:**
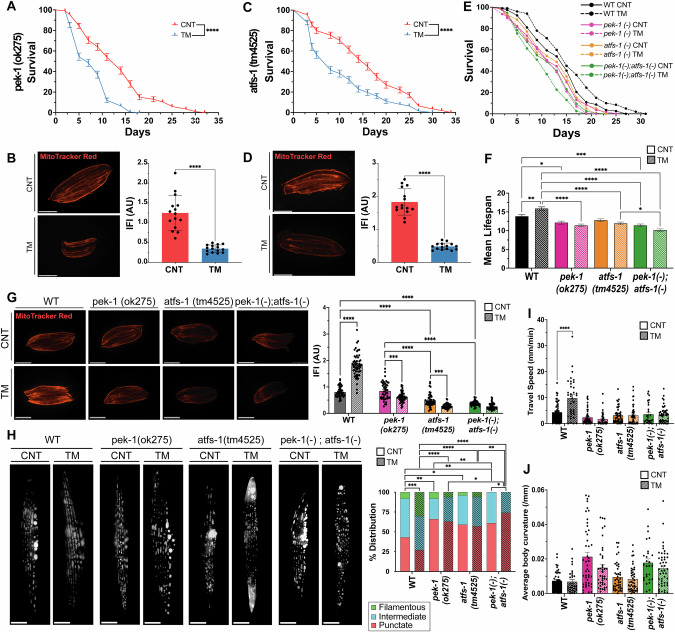
Adaptations to early-life adaptive UPR^ER^ in *C. elegans* depend on PEK-1 and ATFS-1 crosstalk. **A** Lifespan analysis of *pek-1*(ok275) strain following treatment with TM. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals/group, ****p ≤ 0.0001 Log-rank (Mantel-Cox) test. **B** MitoTracker Red images of TM-treated day 1 *pek-1*(ok275) worms. Scale 275 μm. Mean ± SEM; ****p ≤ 0.0001 Student’s *t* test. **C** Lifespan analysis of *atfs-1*(tm4525) following treatment with TM. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals/group, ****p ≤ 0.0001 Log-rank (Mantel-Cox) test. **D** MitoTracker Red images of TM-treated adult day 1 *atfs-1*(tm4525) worms. Scale 275 μm. Mean ± SEM; **** p ≤ 0.0001 Student’s *t* test. **E** Lifespan assay of N2 Wild-type, *pek-1*(ok275), *atfs-1*(tm4525) and *pek-1*;*atfs-1* worms following TM treatment Kaplan–Meier survival plots of two independent experiments initiated with 100 animals per group. **F** Mean lifespan of N2, *pek-1*(ok275), *atfs-1*(tm4525) and *pek-1*;*atfs-1* strains. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 One-way ANOVA. **G** MitoTracker Red images of day1 N2, *pek-1*(ok275), *atfs-1* (tm4525) and *pek-1*;*atfs-1* strains. Data mean SEM of 45 animals/assay. *** p ≤ 0.001, ****p ≤ 0.0001 One-way ANOVA. **H** Images of p*myo-3*::*mitogfp* reporter strain adult day4 N2 WT, *pek-1*(ok275), *atfs-1*(tm4525) and *pek-1*;*atfs-1* backgrounds. 3 independent experiments with 15 animals/condition, n = 3; Scale 12 μm. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 Chi-square. **I** CeleST physical fitness parameters at day 1 following TM treatment of N2 WT, *pek-1*, *atfs-1* and *pek-1*;*atfs-1* strains. Data from 3 independent experiments initiated with at least 10 animals per condition. Mean ± SEM; **p ≤ 0.01, ***p ≤ 0.001 One-way ANOVA. **J** CeleST physical fitness parameters that increase with age; average fitness parameters at day 1 following TM treatment of N2 WT, *pek-1*, *atfs-1* and *pek-1*;*atfs-1* mutant strains. Data from three independent experiments initiated with at least 10 animals/conditions. Mean ± SEM; **p ≤ 0.01 and ****p ≤ 0.0001 One-way ANOVA.

A double *pek-1*;*atfs-1* mutant was generated to clarify the possible interaction of these signalling pathways and potential crosstalk of the UPR^ER^ and UPR^mt^. The phenotypic effects of TM treatment in the N2 wild-type strain, *pek-1*, *atfs-1* and *pek-1*;*atfs-1* strains were determined. All mutant strains had decreased lifespan compared to the WT group which had increased longevity (Fig. 7E, F, Supplementary Table 1). Interestingly, TM increased the size of N2 worms, but this effect was reversed in the *pek-1* mutant and absent in the *atfs-1* mutant (Supplementary Fig. 5E). The *pek-1;atfs-1* double mutant exhibited a more severe reduction in body size than either single mutant, both under basal conditions and following TM treatment (Supplementary Fig. 5E). All mutant strains treated with TM had decreased resistance to sodium arsenite and paraquat compared to N2 strain (Supplementary Fig. 5E, Supplementary Tables 2, 3).

Mitochondrial membrane potential was significantly reduced in both the *atfs-1* and *pek-1;atfs-1* mutants compared to N2, while no differences were observed between the untreated N2 and the *pek-1* mutant strain (Fig. 7G). TM treatment only increased mitochondrial membrane potential in N2 WT worms, with all mutants displaying lower MitoTracker Red staining post-TM treatment (Fig. 7G). To assess mitochondrial morphology in body wall muscle, strains were crossed with the p*myo-3*::mitoGFP reporter strain and imaged at day 4 of adulthood. Control N2 WT worms had a balanced mitochondrial network with approximately 20% filamentous, 40% intermediate, and 40% punctate mitochondria. The *pek-1* and *atfs-1* mutants demonstrated increased punctate or more fragmented mitochondrial network (Fig. 7H). However, the *pek-1;atfs-1* double mutant displayed a highly disrupted mitochondrial network, with no filamentous mitochondria present. TM treatment increased the percentage of filamentous mitochondria in N2 WT worms (~25%) and reduced the percentage of mitochondrial punctate (~25%). In contrast, the mitochondrial morphology of *pek-1* and *atfs-1* single mutants remained unchanged following TM treatment, while the *pek-1;atfs-1* mutant exhibited further mitochondrial fragmentation (Fig. 7H). Finally, to assess physiological activity, CeLeST analysis was performed. In untreated conditions, fitness-related parameters were similar between WT, *pek-1*, *atfs-1*, and *pek-1;atfs-1* mutants, while frailty parameters were slightly higher in the mutant strains (Fig. 7I, J, Supplementary Fig. 3F). Following TM treatment, WT worms had increased wave initiation rate, travel speed and activity index indicating increased fitness, this was not observed in any of the mutant strains (Fig. 7, Supplementary Fig. 3F). To dissect the mechanistic basis of this crosstalk we evaluated the cellular response to early-life ER stress. Downstream markers of the UPR^ER^ and UPR^mt^ (*hsp-4*, a canonical UPR^ER^ target, and *hsp-6*, a mitochondrial chaperone and target of ATFS-1) exhibited a clear increase in both following TM treatment in the N2 strain. However, mutant strains *pek-1*(-), *atfs-1*(-) and *pek-1*(-);*atfs-1*(-) did not increase *hsp-4* or *hsp-6* following TM treatment suggesting both PEK-1 and ATFS-1 are required for adaptive UPR activation (Supplementary Fig. 5G).

Together, these results highlight the critical roles of PEK-1 and ATFS-1 in regulating lifespan, stress resistance and mitochondrial dynamics. The results indicate that under mild ER stress conditions, PEK-1 from the UPR^ER^ establishes crosstalk with ATFS-1 from the UPR^mt^ pathway to promote increased lifespan, improved healthspan, enhanced stress resistance and greater mitochondrial function. Moreover, based on the gene expression profile of UPR markers, the slight increase in these markers with the TM treatment elicit an adaptive UPR activation, whereas the more drastic activation of the markers in the AMG + TM group could indicate an induction of maladaptive UPR signalling.

In summary, the data presented using both an in vitro myogenesis model and in vivo whole organism *C. elegans*, reveals that adaptive UPR^ER^ signalling through PERK and UPR^mt^, induces the assembly of MERCS and regulates mitochondrial adaptations following a low dose of an ER stressor at an early developmental stage. These adaptations promote myogenesis and extension of lifespan in *C. elegans* by enhancing organelle turnover and mitochondrial function, demonstrating the essential crosstalk between ER and mitochondrial stress responses in maintaining cellular and organismal homeostasis under physiological stress conditions.

## Discussion

This study identified a key role of adaptive UPR^ER^ signalling during early development, which regulates the assembly of MERCS, mitochondrial function, and subsequent physiological outcomes. Acute exposure to a low level of the ER stressor, TM, induced adaptive UPR^ER^ signalling and promoted adaptations in both in vitro and in vivo models. The adaptative responses, including increased mitochondrial content and activity, depend on the PERK arm of the UPR^ER^. A low concentration of TM enhanced myogenic potential in C2C12 myoblasts, while higher concentrations induced cell death. We propose that the improved myogenesis is a result of increased MERCS assembly and increased mitochondrial turnover and content. Similarly, in *C. elegans*, UPR^ER^ activation at an early developmental stage resulted in significant lifespan extension and stress resistance during ageing. TM treatment promoted MERCS assembly, mitochondrial turnover and increased lipid metabolism in *C. elegans*. Previous studies in *C*. *elegans* have reported that an ER stress response can extend lifespan [50]. Indeed, expression of constitutively active neuronal XBP-1s can activate UPR^ER^ in distal tissues resulting in increased longevity [58], modulating lipid metabolism and increased lysosomal acidity [53, 59]. Mechanistically, the results presented here identified PEK-1 (PERK) as the essential regulator of adaptive UPR^ER^ signalling and determined crucial crosstalk between PEK-1 (UPR^ER^) and ATFS-1 (UPR^mt^) in maintaining mitochondrial integrity and promoting longevity. Although TM treatment increased longevity and preserved mitochondrial morphology, it was associated with decreased reproductive potential, supporting previous studies that UPR^ER^ induction promotes the allocation of organismal resources toward the maintenance of somatic cells and decreases reproductive potential [60].

In both in vitro and in vivo models, TM treatment increased mitochondrial content, turnover and respiration. Disruption of the ER environment has been associated with downstream effects on mitochondrial function [13]. The ER can coordinate mitochondrial dynamics by establishing contact sites through ER tubules [19]. INF2 from the ER interacts with the OMM actin nucleator Spire1c to polymerise actin filaments around mitochondria [61], stimulating ER tubules to release Ca^2+^ ions into mitochondria through VDAC1, triggering the inner mitochondrial membrane to divide [62]. MERCS also mediate the replication and distribution of mtDNA along the mitochondrial network during mitochondrial fission [63, 64]. ER tubules can guide the position and timing of mitochondria fusion through tethering with mitochondria [65], as MERCS must be maintained to decrease mitochondrial motility [66]. Narrow MERCS (<10 nm) are characterised by an efficient transfer of molecules and signals, which enables a rapid response to metabolic changes and stress signals [67]. Contact sites facilitate the efficient and rapid transfer of Ca^2+^ ions from the ER to mitochondria, crucial for maintaining cellular Ca^2+^ homeostasis and mitochondrial function [68]. MERCS also allow an efficient exchange of lipids between the ER and mitochondria, essential for membrane biosynthesis and the maintenance of mitochondrial structure [69]. Long-distance MERCS (>30 nm) limit the extent and speed of interactions, ensuring that only necessary signalling occurs [67]. It has been reported that long-distance MERCS prevent excessive build-up of Ca^2+^ within the mitochondria, which can result in the opening of the mPTP, mitochondrial dysfunction and initiation of apoptotic signalling events [68].

The presence of ROS within MERCS has been reported to generate redox nanodomains between the two organelles, which have been proposed to mediate redox signalling and IP3R-mediated Ca^2+^ release via MERCS, resulting in the swelling of the mitochondrial matrix, reduction of the cristae and release of H_2_O_2_ [70]. TEM analysis demonstrated an increase in MERCS following TM treatment at the embryonic stage which was maintained following differentiation of myoblasts into myotubes and in adult worms. Moreover, addition of the antioxidant NAC alongside the TM treatment prevented the beneficial lifespan and mitochondrial morphology adaptations, suggesting a potential redox component in the signalling required for the adaptive response and MERCS assembly. The PERK arm of the UPR^ER^ can modulate mitochondrial capacity in response to acute ER stress, promoting the remodelling of the mitochondrial network by induction of SIMH [13, 14]. Adaptive UPR^ER^ signalling can induce the formation of MERCS, promoting Ca^2+^ transfer between these organelles and boosting mitochondrial metabolism by increasing the activity of the ETC and enzymes of the TCA cycle [21]. PERK localises to mitochondrial-associated membranes (MAMs) and its interaction with the mitochondrial tethering protein MFN2 stabilises MERCS [71]. Ablation of PERK disrupts ER morphology and reduces the number of MERCS, indicating that PERK is required at the ER for tethering mitochondrial membranes [47]. How PERK regulates MERCS assembly is still uncertain. It has been demonstrated that cells lacking PERK have disrupted MERCS assembly [2, 47]. However, rescuing cells lacking PERK with kinase-dead PERK mutants restored MERCS assembly, indicating its kinase activity is not essential for maintaining MERCS [2, 47]. The stabilisation of MERCS depends on PERK’s cytosolic domain, as overexpression of PERK lacking this domain did not restore MERCS assembly, suggesting that PERK’s tethering role is structural rather than dependent on canonical PERK signalling [47]. It has been suggested that the non-canonical role of PERK in regulating MERCS is via recruiting lipid transfer proteins such as Extended-Synaptotagmin-1 (E-Syt-1) [72]. PERK also possess a conserved cysteine residue (Cys216) that can be reversibly oxidised, allowing the formation of covalent interactions with ERO1α and tightening of MERCS [2].

Activation of the UPR^ER^ during the transition from L4 larvae to adult day 1 stage had opposite effects compared to those reported following treatment at the embryonic stage, decreasing both lifespan and resistance to oxidative stress. In *C. elegans*, UPR^ER^ activation in response to ER stress begins to decline relatively early in the ageing process [58, 73], coinciding with the peak of the reproductive period [74]. UPR^ER^ induction promotes the allocation of organismal resources toward the maintenance of somatic cells, thereby decreasing reproductive potential [60]. As cells age, their ability to maintain proteostasis diminishes, highlighting the importance of sustaining UPR^ER^ function to prevent age-related declines in homeostasis [60]. Transcriptomic analysis revealed that TM treatment during early development upregulated genes involved in lipid metabolism and autophagy, contributing to lifespan extension. In contrast, TM treatment of adult worms reduced lipid metabolism, impairing survival. Enhanced longevity in *C*. *elegans* is linked to the transcriptional upregulation of genes related to lysosomal function and the modulation of fatty acid desaturases, lysosomal lipases and general lipophagy [53, 59, 75]. Lipid staining confirmed these changes, with embryo TM-treated worms having lower lipid stores and increased expression of genes involved in lipid synthesis and decreased lysosomal pH, while adult TM-treated worms had higher lipid levels and decreased expression of genes involved in autophagy. Lipid biosynthesis requires phospholipid exchange between the ER and the mitochondria at MERCS. The data presented support the role of PERK in promoting lipid trafficking at MERCS [72].

To investigate the IRE-1 arm of the UPR^ER^, mutant strains for *ire-1* and *xbp-1* were used, but all larvae arrested following TM treatment. Although the mutant strains of the IRE-1 arm were viable, when faced with an additional ER stress during early development, the larvae arrested. A similar effect has been reported in *ire-1* or *xbp-1* mutant strains with the deletion of *atf-6* or *pek-1* [57]. In this study, *pek-1* mutants subjected to TM treatment exhibited a reduction in lifespan, oxidative stress resistance and mitochondrial membrane potential [57]. In myoblasts, PERK inhibition blocked the myogenic and mitochondrial adaptations. Cells deficient in PERK, exhibit disrupted ETC activity and increased mitochondrial ROS [76]. Following TM treatment the *atfs-1* mutant exhibited a similar phenotype to that of the *pek-1* mutant, both of which responded oppositely compared to the N2 wild-type strain. The observed phenotypic changes were also reduced following TM treatment in *pek-1;atfs-1* double mutants, suggesting that *pek-1* and *atfs-1* operate within the same signalling pathway. Based on the results presented, PERK can regulated mitochondrial remodelling through the assembly of MERCS, possibly via alterations in the redox environment and recruitment of lipid transfer proteins at MAMs. Activation of UPR^mt^ following ER stress aims to restore mitochondrial function and proteostasis by promoting mitochondrial repair and mitophagy to prevent mitochondrial dysfunction [77].

The data presented provides valuable insights into the role of UPR^ER^ signalling and mitochondrial dynamics during development and ageing; but does not fully address the temporal dynamics of these pathways and has a number of limitations. The results indicate a potential redox signalling mechanism in orchestrating MERCS assembly, such a ‘redox nanodomain’ at contact sites has previously been reported [70]. Tools to accurately quantify localised ROS generation and specific redox modifications on regulatory proteins would identify the mechanisms that coordinate MERCS assembly. Similarly, the distance between the ER and mitochondria in the MERCS is a key factor determining MERCS’ function. Recently, it was demonstrated that MERCS distance determines the transfer of oxidised phospholipids to mitochondria in the cellular response to ferroptosis [78]. In this study, PERK inhibition in the cell model was performed using pharmacological approaches which can be subject to non-specific effects. A complimentary genetic approach using site-specific modifications of its key regulatory sites that facilitate MERCS assembly, would identify the underlying mechanism. The use of both *C. elegans* and mammalian cell lines allows for a better understanding of the regulatory signalling mechanisms underlying MERCS assembly and communication between the ER and mitochondria.

In summary, the results highlight that activation of an adaptive UPR^ER^ response during early developmental stages promoted PERK-dependent assembly of MERCS that determines mitochondrial function and dynamics, as well as the regulation of genes related to lysosomal function and lipid metabolism. The interaction between PEK-1 (UPR^ER^) and ATFS-1 (UPR^mt^) in response to early-life ER stress was essential for maintaining mitochondrial dynamics and function, lifespan extension and stress resistance.

## Supplementary information

Supplementary material

## Data Availability

Proteomic data has been deposited through ProteomeXchange (PXD059735) and the RNA-seq data has been deposited at GEO (GSE285634), they will be publicly available as of the date of publication. Accession numbers are listed in the key resources table. Original Western blot images and microscopy data reported in this paper have been deposited at Mendeley Data 10.17632/sztmnwvsd9.1. Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Adaptive ER stress promotes mitochondrial remodelling and longevity through PERK-dependent MERCS assembly
**Source:** Cell Death Differ. 2025 Nov 1;33(4):732–47. doi: 10.1038/s41418-025-01603-7
**Supplement:** Supplementary file 1 — Supplementary material

**List of contents for Supplemental Information**

- **Supplementary Figures**

Supplementary Figure 1. Myoblast and *C. elegans* models for determination of the effects of adaptive UPR^ER^ signalling during early developmental stages.

Supplementary Figure 2. Effect of Tunicamycin treatment of myoblasts on myogenesis, mitochondrial and ER content and volume.

Supplementary Figure 3. Early-life induction of UPR^ER^ in *C. elegans* activates autophagy and promotes physiological adaptations.

Supplementary Figure 4. Early-life Tunicamycin treatment of *C. elegans* embryos or at L4 stage promotes opposite effects on lipid metabolism and lysosomal function.

Supplementary Figure 5. Early-life Tunicamycin treatment *of C. elegans* requires the PEK-1 arm of the UPRER for the beneficial adaptive response.

- **Supplementary Tables**

Supplementary Table 1: Multiple comparison lifespan analysis at 20°C of wild-type (WT), *pek-1*(ok275) (PEK), *atfs-1(*tm4525) (ATFS) and *pek-1;atfs-1*.

Supplementary Table 2: Multiple comparison Sodium Arsenite survival analysis at 20°C of wild-type (N2), *pek-1*(ok275) (PEK), *atfs-1*(tm4525) (ATFS) and pek-1;atfs-1.

Supplementary Table 3: Multiple comparison Paraquat survival analysis at 20°C of N2 wild-type (WT), *pek-1*(ok275) (PEK), *atfs-1(*tm4525) (ATFS) and *pek-1*;*atfs-1* strains.

Supplementary Table 4: Multiple comparison lifespan analysis at 20°C of wild-type L4440 CNT, L4440 TM, RNAi *lgg-1* CNT and RNAi *lgg-1* TM.

Supplementary Table 5: Multiple comparison lifespan analysis at 20°C of wild-type L4440 CNT, L4440 TM, RNAi *pdr-1* CNT and RNAi *pdr-1* TM.

Supplementary Table 6: Multiple comparison lifespan analysis at 20°C of wild-type L4440 CNT, L4440 TM, RNAi *lmp-1* CNT and RNAi *lmp-1* TM.

Supplementary Table 7: Multiple comparison lifespan analysis at 20°C of wild-type CNT, NAC, TM and NAC+TM.

Supplementary Table 8: Key resources table.

- **Uncropped Western blot membranes**

**Supplementary Figures**

**
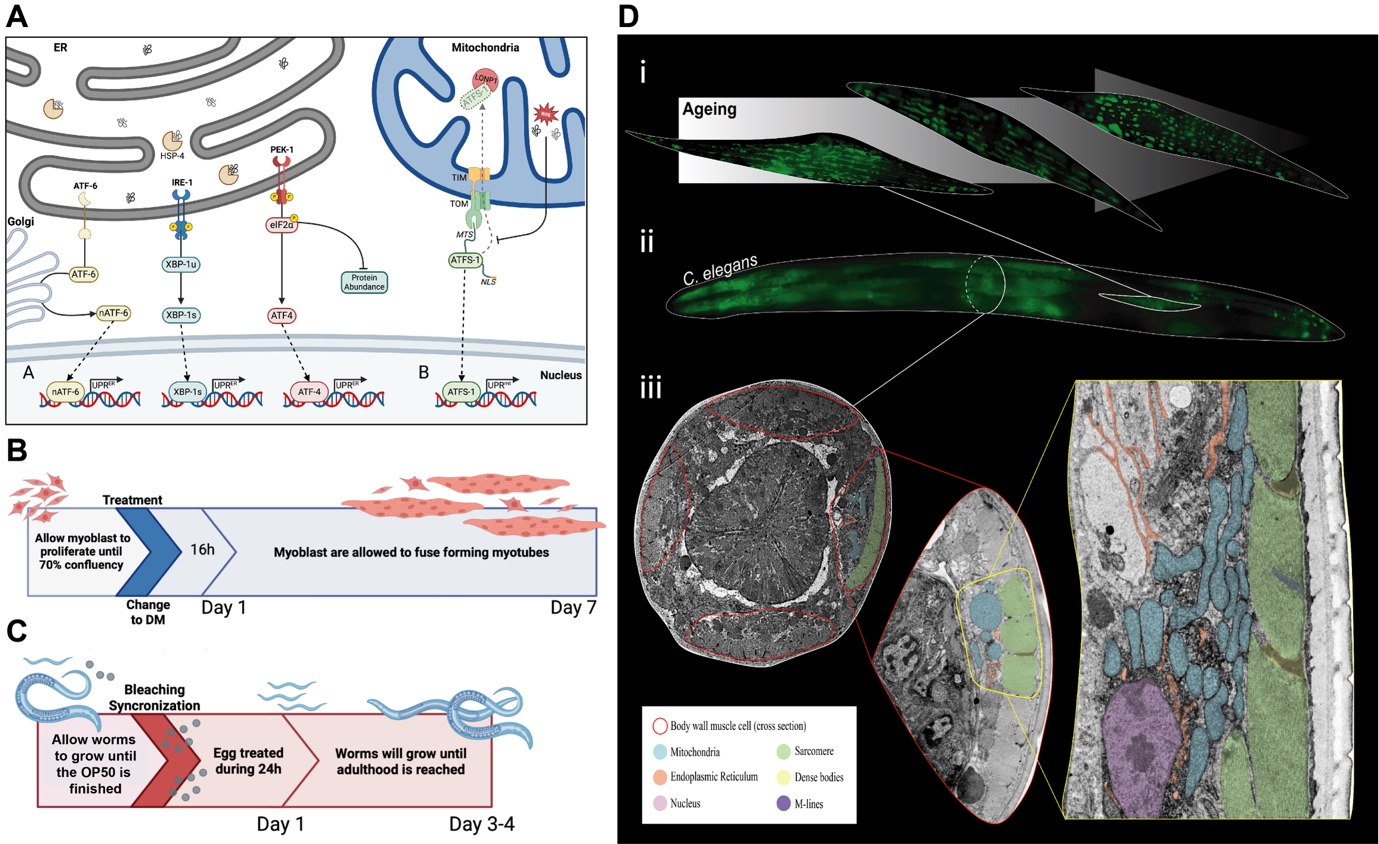
**

**Suppl. Figure 1: Myoblast and *C. elegans* models for determination of the effects of adaptive UPR^ER^ signalling during early developmental stages.**

**A)** Schematic diagram of the TM treatment protocol for C2C12 myoblasts.

**B)** Schematic diagram of the TM treatment protocol of *C. elegans* at embryo stage.

**C)** The UPR^ER^ and UPR^mt^ of *C. elegans*.

**D)** Organelle ultrastructure from the body wall muscle of *C. elegans*. (i) Muscle cell ageing visualised using a p*myo-3*::mitoGFP translational fusion highlighting the mitochondrial network in body wall cells from a young day 2, 4 & 6 adult demonstrating mitochondrial network disorganisation. (ii) The organisation of body wall muscle cells in a mature hermaphrodite *C. elegans* (seen in a dorsal oblique view) was observed in a genetically modified worm expressing the P*myo-3*::mitoGFP reporter transgene. (iii) TEM cross-section images of body wall muscle cells. The first image shows the distribution of the four muscle quadrants (containing two rows of cells in each) from the pharynx area. The second image demonstrates a cross-section of the body wall cell, in which mitochondria, ER and Sarcomeres can be distinguished. High-resolution TEM section of the nucleus, mitochondria, ER and sarcomeres (with dense bodies and M-lines) in the body wall muscle cell.

**
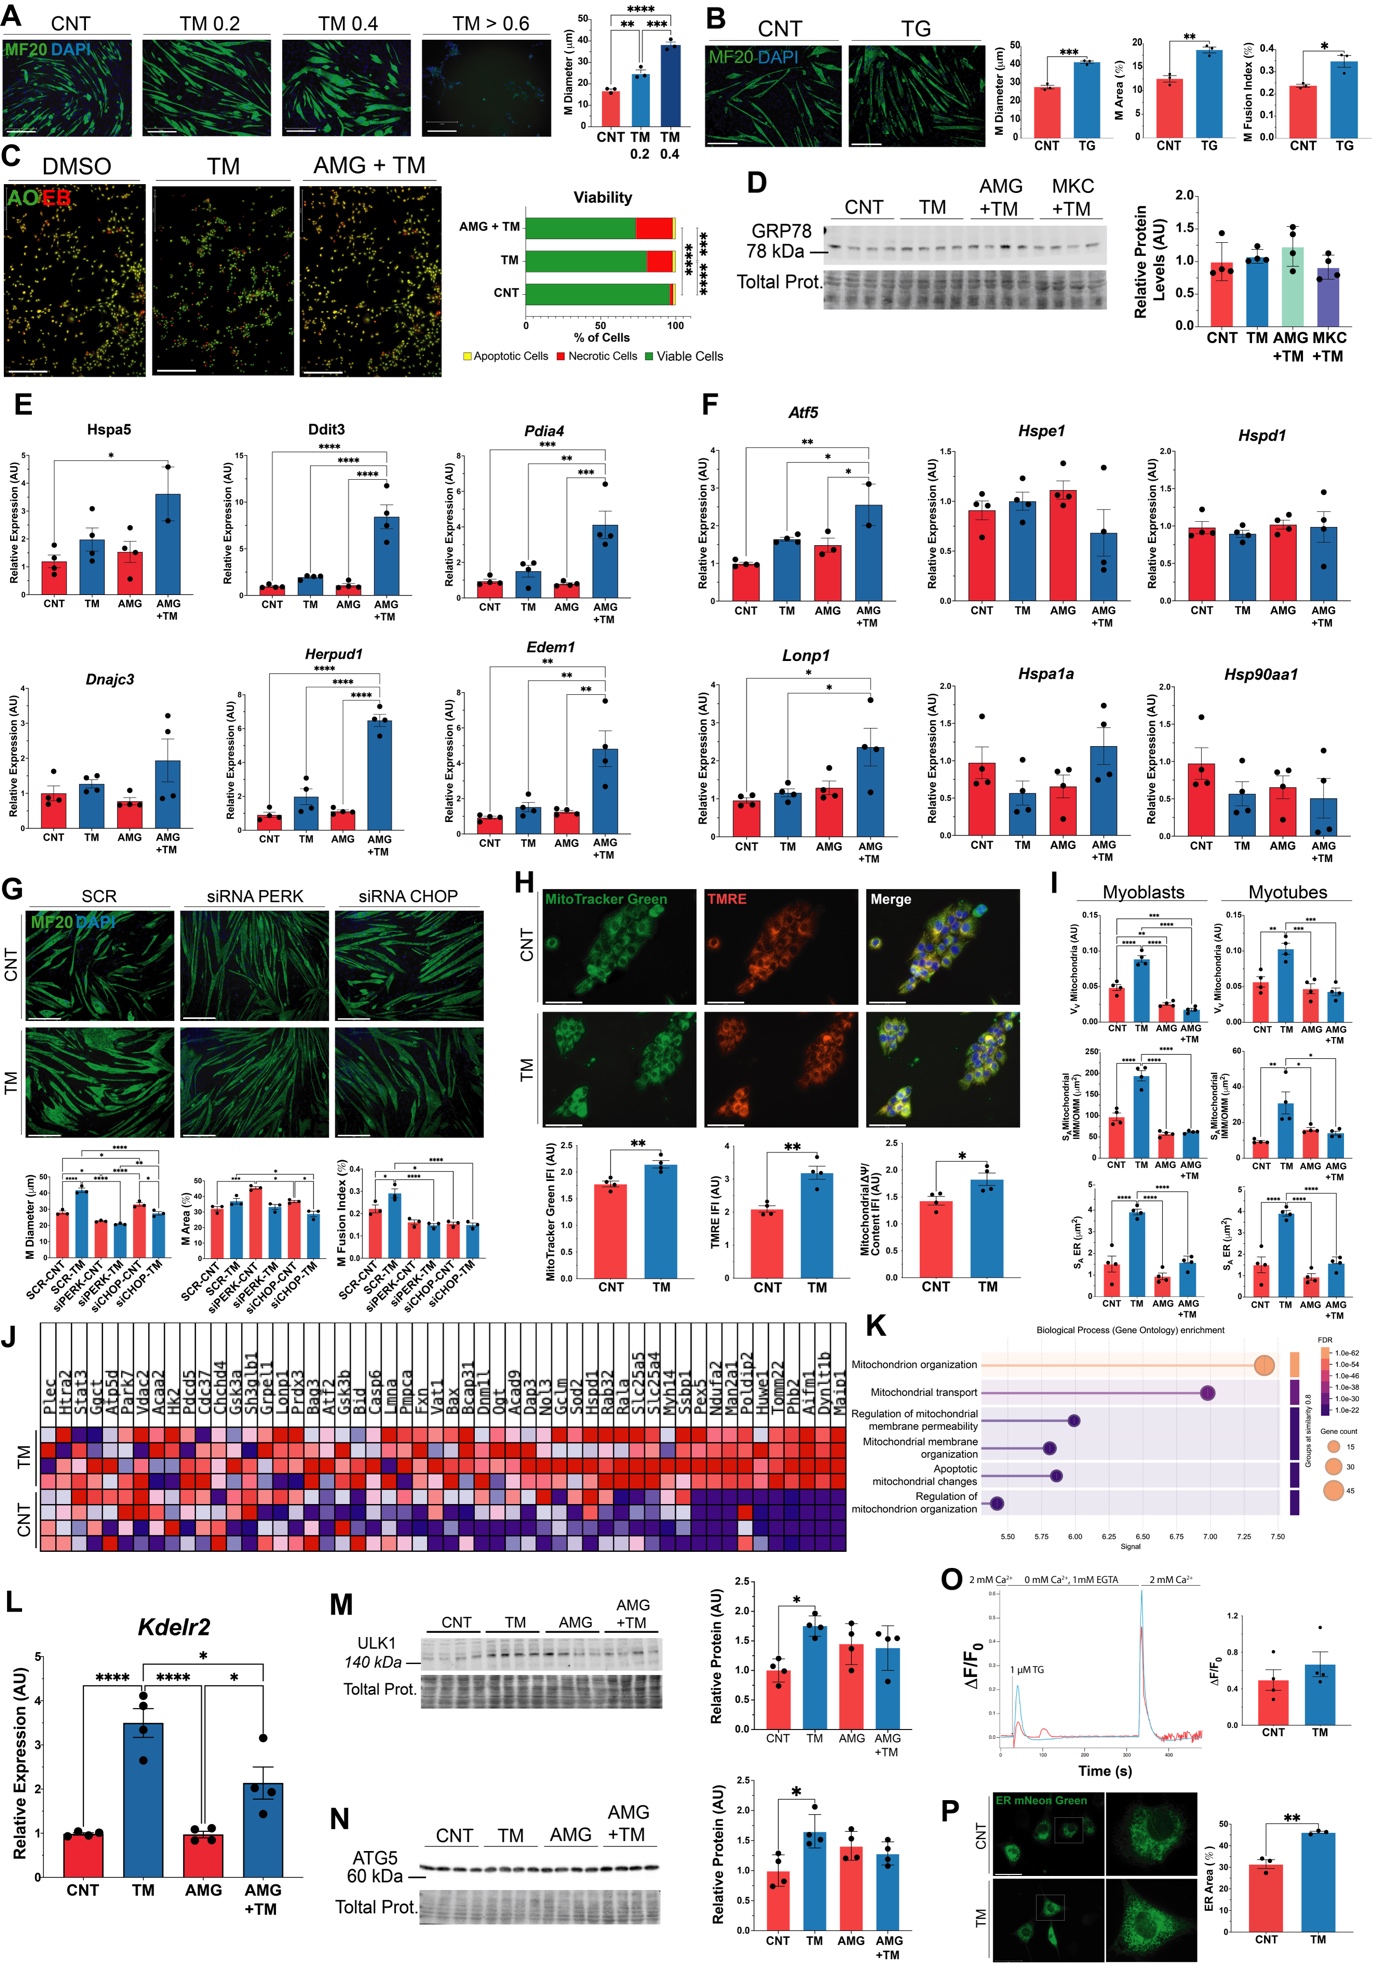
**

**Suppl. Figure 2: Effect of TM treatment of myoblasts on myogenesis, mitochondrial and ER content and volume.**

**A)** C2C12 myoblasts were exposed to TM 0.2, 0.4, 0.6, 0.8 and 1 μg/ml for 8h. Media was replaced with differentiation media and cells were allowed to differentiate for 7 days. MF20 immunostaining demonstrated that TM treatment improved the myogenic potential of the myoblast population compared to the control; this effect is lost when the concentration of TM exceeds the 0.4 μg/ml. ** p ≤ 0.01, *** p ≤ 0.001 & **** p ≤ 0.0001 One-way ANOVA.

**B)** C2C12 myoblasts were exposed to thapsigargin (TG) 10 nM for 8h. Media was replaced with differentiation media and cells were allowed to differentiate for 7 days. MF20 immunostaining demonstrated that TG treatment significantly increases myotube diameter, area and fusion index. * p ≤ 0.05, ** p ≤ 0.01 & *** p ≤ 0.001 Student’s t-test.

**C)** C2C12 myoblasts were exposed to TM 0.2μg/ml and AMG PERK44 (PERK inhibitor) 2μM for 8h. Media was replaced with differentiation media and cells were allowed to recover for 16h. Treatment with TM resulted in a significant increase in cell death compared to the control group; this effect is exacerbated with the inclusion of the PERK inhibitor. *** p ≤ 0.001 & **** p ≤ 0.0001 Chi-square.

**D)** Protein expression levels of GRP78 assessed by Western Blot, normalised against total protein (Ponceau staining). Each lane represents independent biological replicates, data represented as mean SEM. One-way ANOVA.

**E)** Gene expression levels of *Hspa5*, *Dnajc3*, *Ddit3*, *Herpud1*, *Pdia4* and *Edem1* were assessed in C2C12 myoblasts using ΔΔCT method by qPCR, and normalised against *β2 microglobulin* (B2M) housekeeper gene. * p ≤ 0.05 One-way ANOVA.

**F)** Gene expression levels of *Atf5*, *Lonp1*, *Hspe1*, *Hspa1a*, *Hspd1* and *Hsp90aa1* were assessed in C2C12 myoblasts using ΔΔCT method by qPCR, and normalised against *β2 microglobulin* (B2M) housekeeper gene. * p ≤ 0.05 One-way ANOVA.

**G)** C2C12 myoblasts were exposed to TM 0.2 μg/ml or, alongside Scr, siRNA for PERK or siRNA for CHOP during 8h. Media was replaced with differentiation media, and cells allowed to differentiate for 7 days. MF20 immunostaining demonstrated that the TM treatment increased the myogenic potential of the myoblast population compared to the control, but this effect is lost with the silencing of RNA for PERK and CHOP. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 & **** p ≤ 0.0001 One-way ANOVA.

**H)** TM treatment resulted in a significant increase in MitoTracker green fluorescence intensity. TM treatment increased TMRE staining, indicating an increase in mitochondrial membrane potential. The TMRE:MitoTracker green ratio increased in the TM group,. Representative images; n=4. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 & **** p ≤ 0.0001 Student’s t-test.

**I)** Mitochondria volume fraction (V_V_), IMM/OMM ratio (S_A_) and Surface area (S_A_) of ER membrane and mitochondria calculated from TEM sections from a population of myoblasts and myotubes. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 & **** p ≤ 0.0001 One-way ANOVA.

**J)** Heatmap from GSEA of mouse mitochondrial proteins significantly enriched in the upregulated proteins in the TM group compared to CNT.

**K)** GOBP enrichment dot plot from GSEA of mouse mitochondrial proteins significantly enriched in the upregulated proteins from the TM group compared to CNT.

**L)** Gene expression levels of *Kdelr2* were assessed using ΔΔCT method by qPCR, and normalised against *β2 microglobulin* (B2M) housekeeper gene. * p ≤ 0.05 One-way ANOVA.

**M)** Protein expression levels of ULK1 were assessed by Western Blot. Each lane represents independent biological replicates, data represented as mean SEM. * p ≤ 0.05 One-way ANOVA.

**N)** Protein expression levels of ATG5 were assessed by Western Blot, and normalised against total protein (Ponceau staining). Each lane represents independent biological replicates, data represented as mean SEM. * p ≤ 0.05 One-way ANOVA.

**O)** Amplitude values of [Ca^2+^]i increase show that the TM treated myoblasts exhibited a slightly augmented Store-Operated-Calcium-Entry (SOCE) compared to control. Student’s t-test.

**P)** The area fraction of the ER surface against the total area of the cells. Representative images; green: ER mNeon Green, blue: DAPI; n=3. Scale 275 μm. ** p ≤ 0.01 Student’s t-test.

**
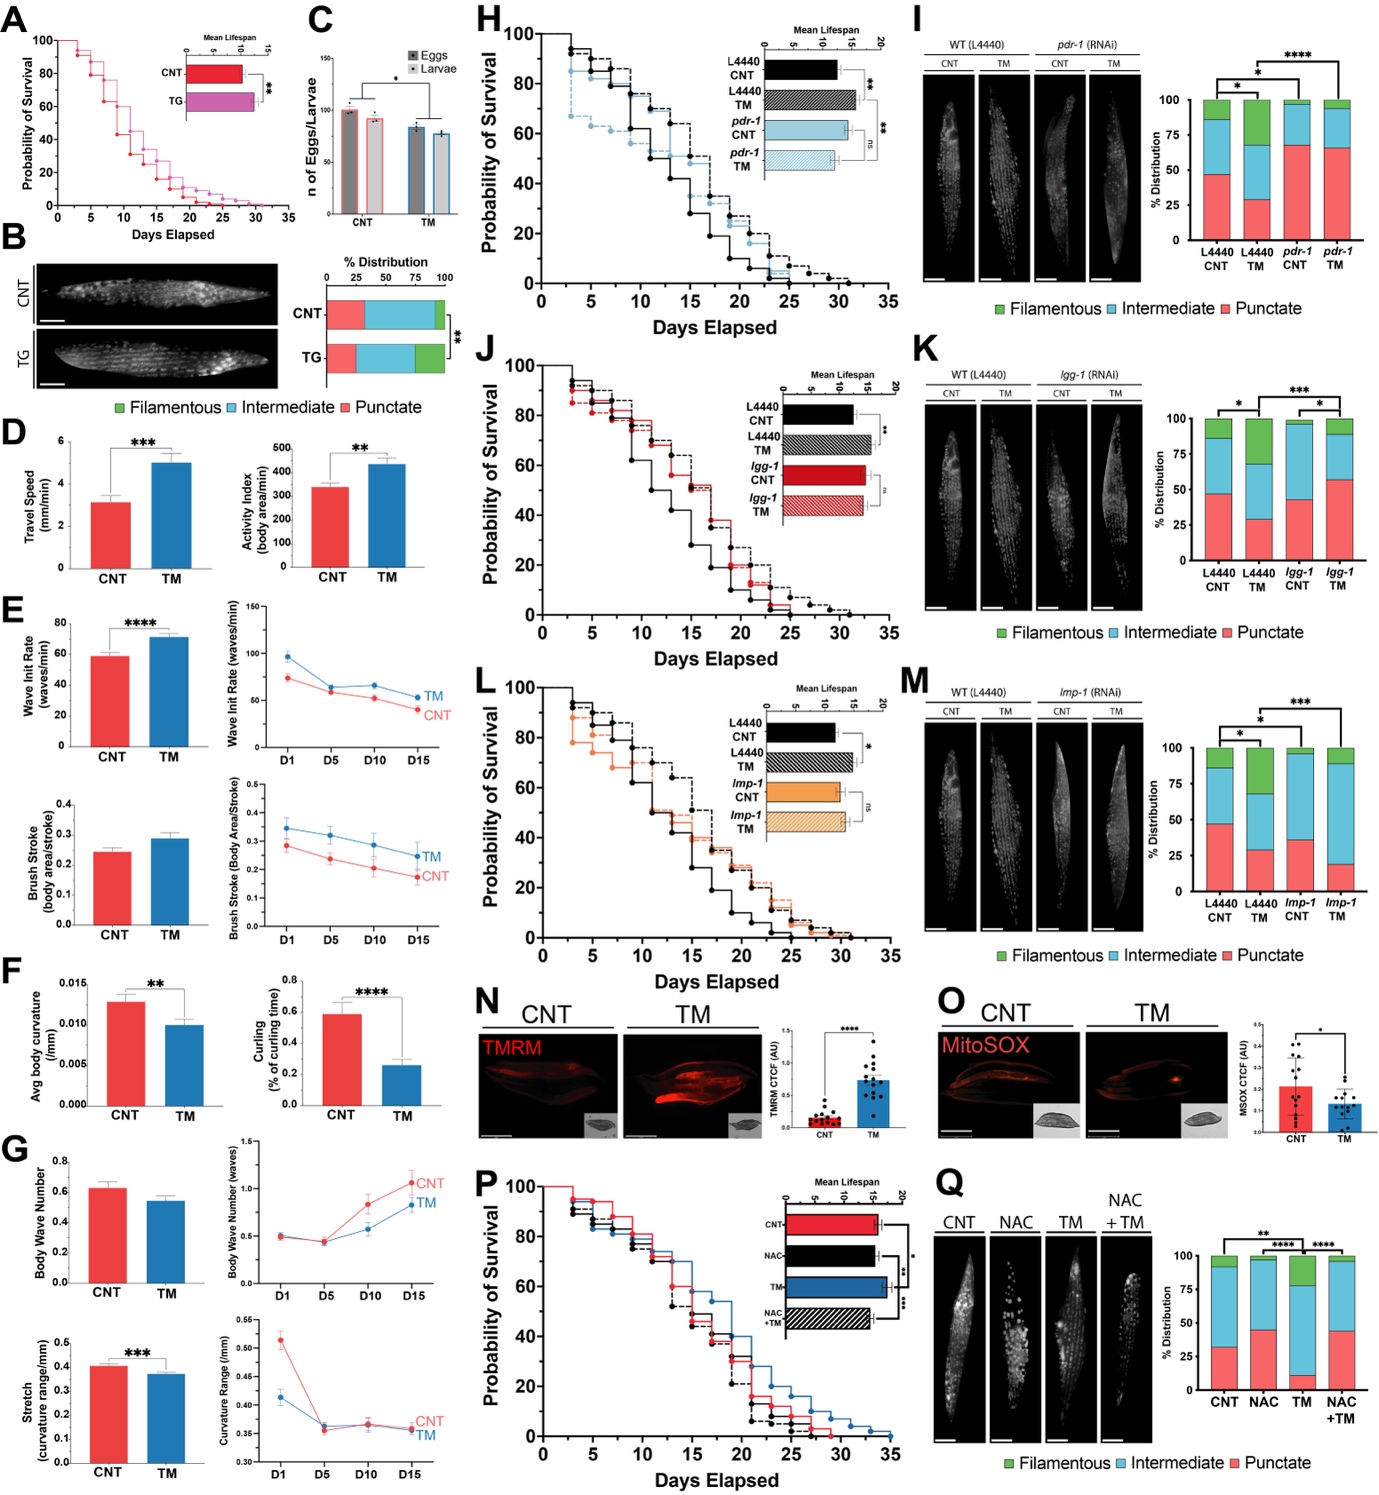
**

**Suppl. Figure 3:** **Early-life induction of UPR^ER^ in *C. elegans* activates autophagy and promotes physiological adaptations.**

**A)** Lifespan assay of TG treated N2 strain. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals/group. Mean +/- SEM; **** p ≤ 0.0001 Log-rank (Mantel-Cox) test.

**B)** TG treated p*myo-3::mitogfp* reporter strain for muscle mitochondrial morphology, classified as either filamentous, intermediate or punctate. 3 independent experiments were initiated with 15 animals/ condition. Scale 50μm. n=3 * p<0.05 Chi-square.

**C)** Number of laid embryos compared to number of viable larvae in N2 worms treated with TM. * p ≤ 0.05 One-way ANOVA.

**D & E)** CeleST physical fitness parameters that decrease with age; average fitness parameters of days 1, 5, 10, & 15. Mean +/- SEM; **** p ≤ 0.0001 Student’s t-test.

**F & G)** CeleST physical fitness parameters that increase with age; average fitness parameters of days 1, 5, 10, & 15. Mean +/- SEM; *** p ≤ 0.001 Student’s t-test.

**H, J & L)** Lifespan assay of TM treated N2 strain and RNAi for *pdr-1, lgg-1* and *lmp-1* genes. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals/group. Mean +/- SEM; **** p ≤ 0.0001 Log-rank (Mantel-Cox) test.

**I, K & M)** TM treated p*myo-3::mitogfp* reporter strain and RNAi for *pdr-1, lgg-1* and *lmp-1* genes. Representative images of reporter for muscle mitochondrial morphology, classified as either filamentous, intermediate or punctate. 3 independent experiments were initiated with 15 animals/ condition. Scale 50μm. n=3 * p<0.05 Chi-square.

**N)** N2 Wild-type worms incubated with TMRM dye, an indicator of mitochondrial membrane potential. Representative images of three independent experiments initiated with 15 animals/ strain; red: TMRM. Scale 275μm. Error bars SEM; * p ≤ 0.05 Student’s t-test.

**O)** N2 Wild-type worms incubated with MitoSOX dye, an indicator of mitochondrial ROS production. Representative images of three independent experiments initiated with 15 animals/ strain; red: MitoSOX. Scale 275μm. Error bars SEM; * p ≤ 0.05 Student’s t-test.

**P)** Lifespan assay of TM treated N2 strain and the antioxidant NAC. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals/group. Mean +/- SEM; **** p ≤ 0.0001 Log-rank (Mantel-Cox) test.

**Q)** TM treated p*myo-3::mitogfp* reporter strain and the antioxidant NAC. Representative images of the reporter for muscle mitochondrial morphology, classified as either filamentous, intermediate or punctate. 3 independent experiments were initiated with 15 animals/ condition. Scale 50μm. n=3 * p<0.05 Chi-square.

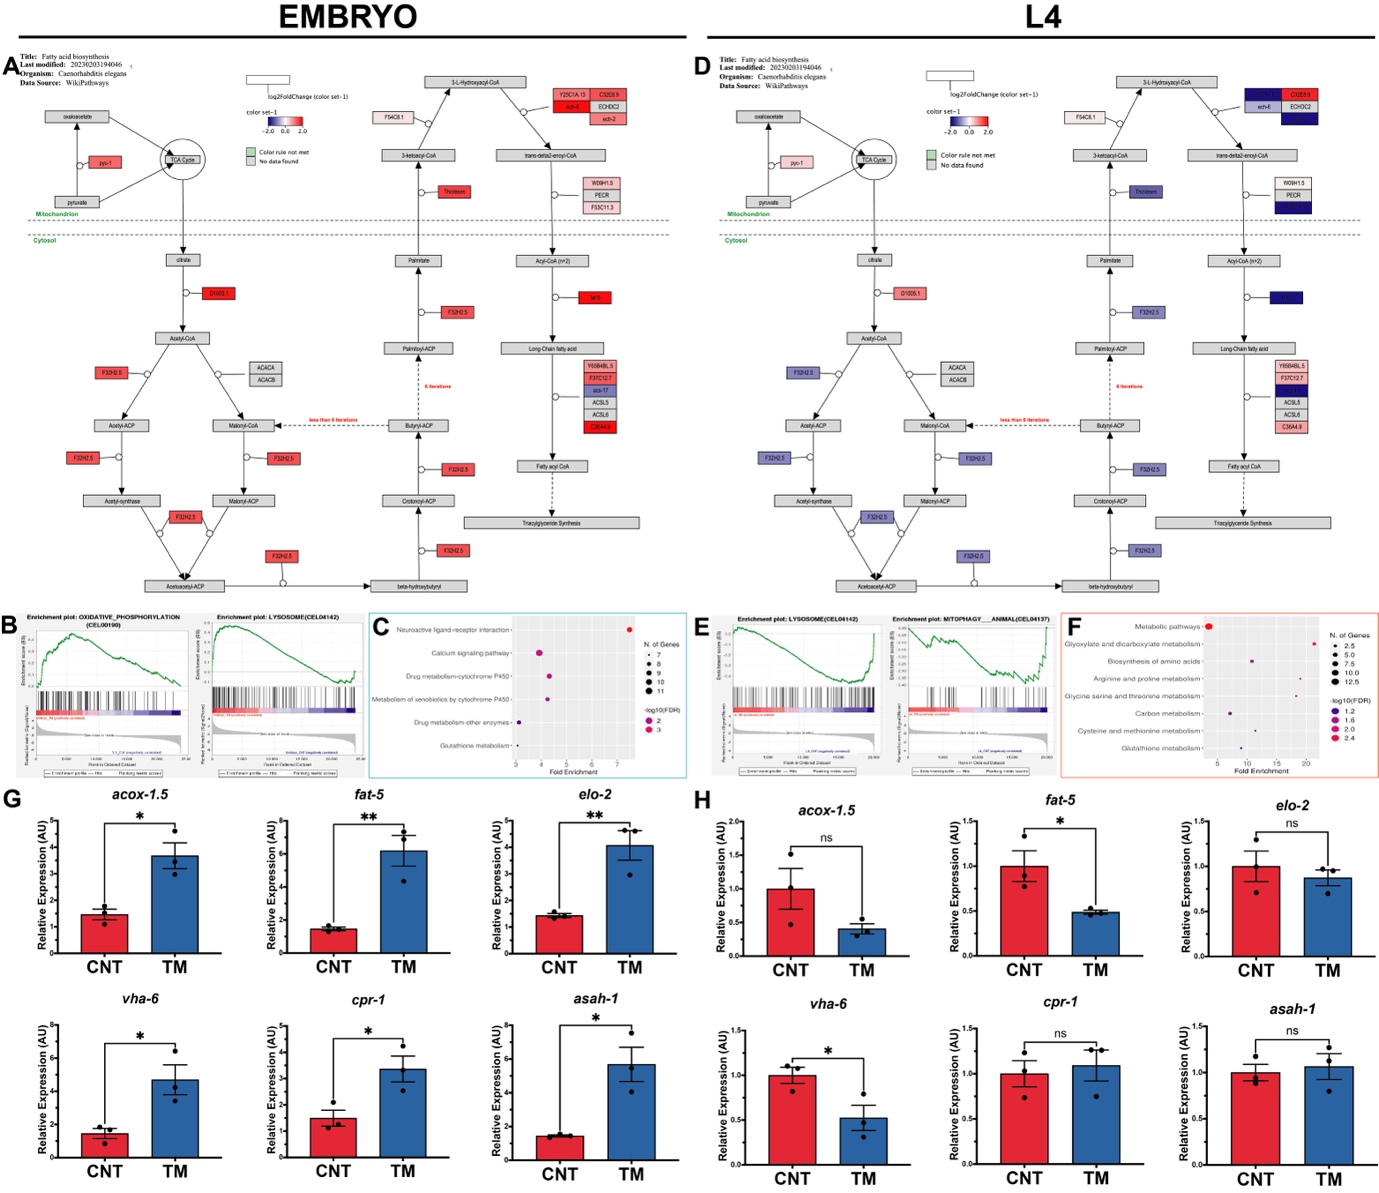

**Suppl. Figure 4:** **Early-life TM treatment of *C. elegans* embryos or at L4 stage promotes opposite effects on lipid metabolism and lysosomal function.**

**A)** PathVisio pathway analysis of EMBRYO DEGs revealed an upregulation of proteins involved in fatty acid biosynthesis in worms treated with TM.

**B)** GSEA pathways that are significantly enriched following treatment of embryos.

**C)** Dot plot of Shiny GO KEGG analysis of EMBRYO DEGs. Significantly downregulated pathways’ dotplot outlined in blue.

**D)** PathVisio pathway analysis of L4 DEGs revealed the downregulation of proteins involved in fatty acid biosynthesis in worms treated with TM.

**E)** GSEA pathways that are significantly enriched following treatment of L4 worms.

**F)** Dot plot of Shiny GO KEGG analysis of L4 DEGs. Significantly upregulated pathways’ dotplot outlined in red.

**G & H)** Gene expression levels of *acox-1.5, elo-2, fat-5, vha-6, asah-1 and cpr-1* were assessed using ΔΔCT method by qPCR, and normalised against *cdc-42* and *pmp-3* housekeeper genes. * p ≤ 0.05 One-way ANOVA.

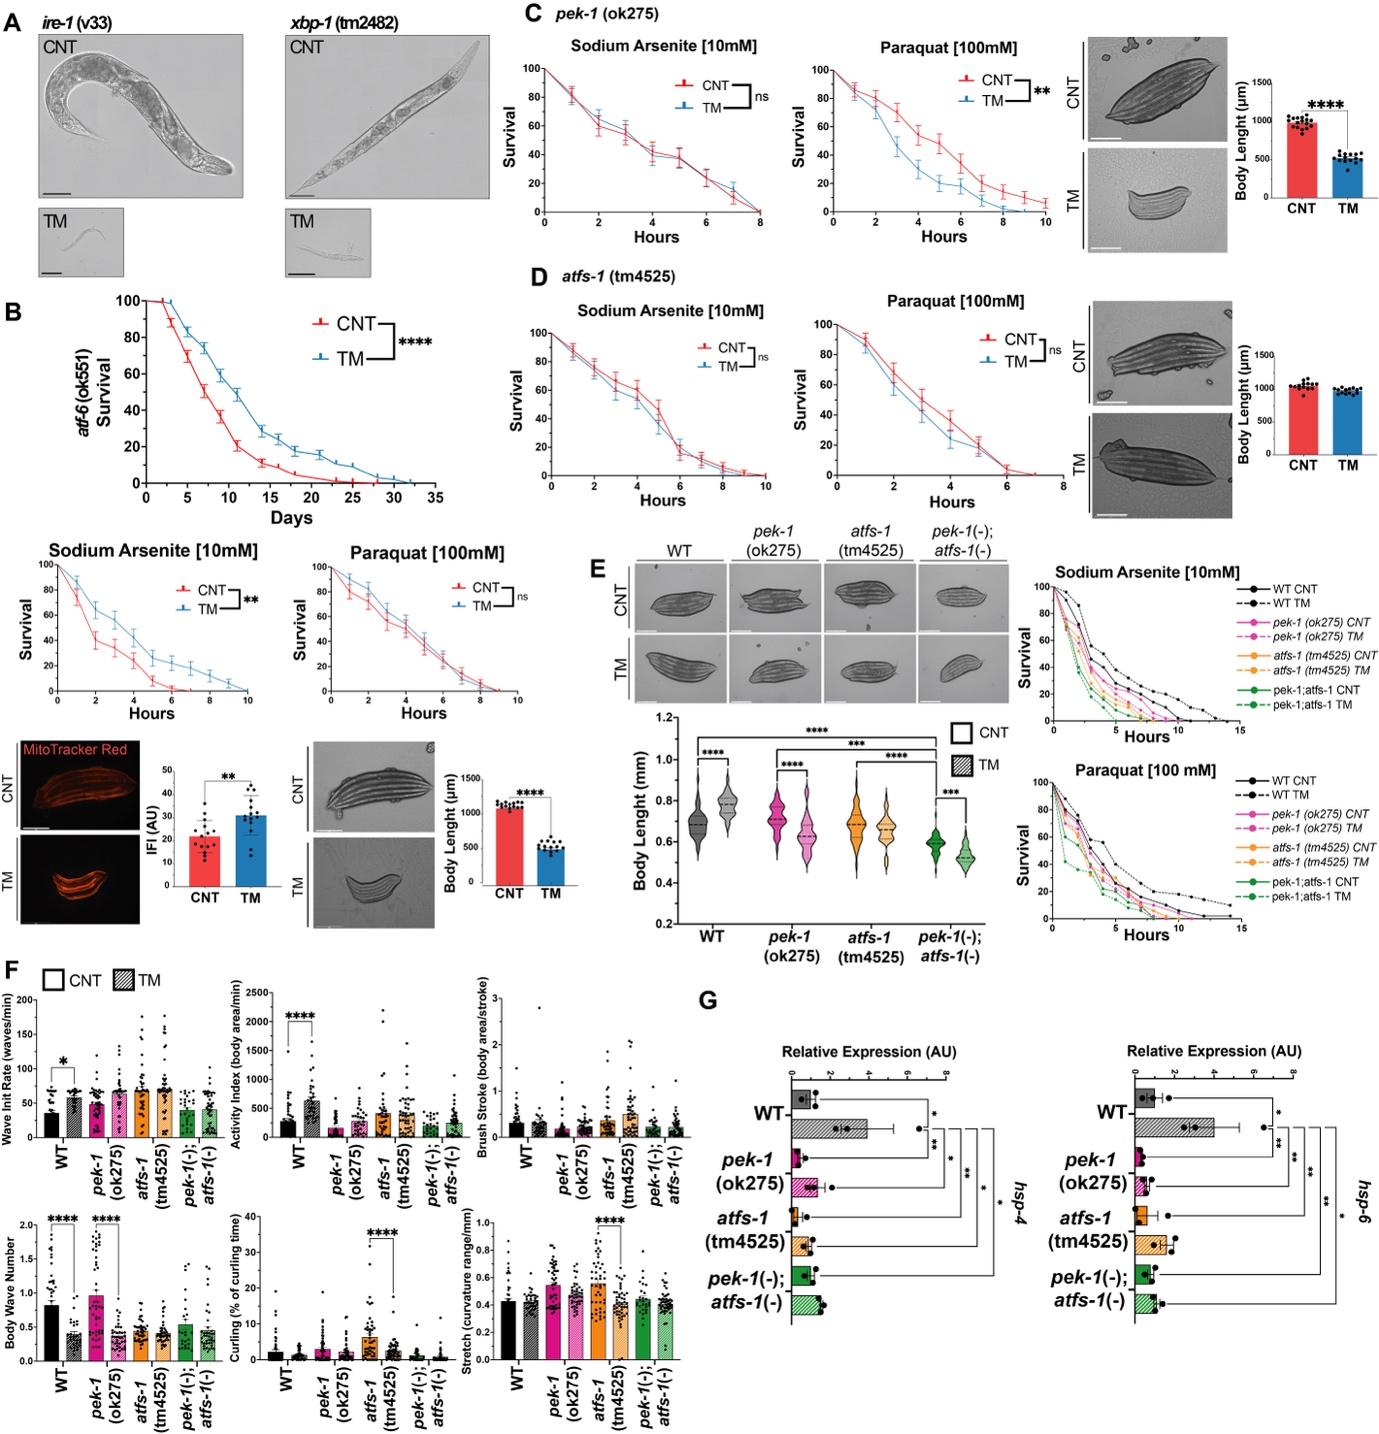

**Suppl.** **Figure 5:** E**arly-life TM treatment of *C. elegans* requires the PEK-1 arm of the UPR^ER^ for the beneficial adaptive response.**

**A)** Representative transmitted light images of TM treated *ire-1* (v33) worms and *xbp-1*(tm2482) worms.

**B)** TM treatment of *atf-6* (ok551) increased lifespan at 20°C. Kaplan–Meier survival plots of two independent experiments initiated with 100 animals per group, Log-rank (Mantel-Cox) test, **** p ≤ 0.0001. Increased survival of TM-treated *atf-6*(ok551) in 10 mM Sodium Arsenite and no effect on survival in 100 mM Paraquat compared to control. Kaplan–Meier survival plots of two independent experiments initiated with 50 animals per group by Log-rank (Mantel-Cox) test, ** p ≤ 0.01. Representative MitoTracker Red staining of adult day 1 *atf-6*(ok551) worms treated with TM. Scale 275 μm. Mean +/- SEM; ** p ≤ 0.01 Student’s t-test. Representative transmitted light images of adult day 1 *atf-6*(ok551) mutant worms. Scale 275μm. Error bars SEM; ** p ≤ 0.01 Student’s t-test.

**C)** TM treatment of *pek-1*(ok275) did not affect survival in 10 mM Sodium Arsenite and decreased survival in 100 mM Paraquat compared to control. Kaplan–Meier survival plots of two independent experiments were initiated with 50 animals per group using log-rank (Mantel-Cox) test, ** p ≤ 0.01. Representative transmitted light images of adult day 1 *pek-1*(ok275) worms. Scale 275 μm. Mean +/- SEM; **** p ≤ 0.0001 Student’s t-test.

**D)** TM treatment of *atfs-1*(tm4525) had no effect on survival in 10 mM Sodium Arsenite and 100 mM Paraquat compared to controls. Kaplan–Meier survival plots of two independent experiments initiated with 50 animals per group by Log-rank (Mantel-Cox) test. Representative transmitted light images of adult day 1 *atfs-1*(tm4525) worms. Scale 275μm. Mean +/- SEM; Student’s t-test.

**E)** Body length of adult day 1 worms following TM treatment in N2, *pek-1*(ok275), *atfs-1*(tm4525) and *pek-1;atfs-1* strains. Mean +/- SEM of 45 animals per assay. *** p ≤ 0.001 & **** p ≤ 0.0001 One-way ANOVA.

**F)** CeleST physical fitness parameters that change with age; average fitness parameters of day 1 TM-treated N2, *pek-1*, *atfs-1*, and *pek-1;atfs-1* mutant strains. Data from three independent experiments initiated with at least 10 animals per condition. Scale 275μm. Mean +/- SEM; * p ≤ 0.05 & **** p ≤ 0.0001 One-way ANOVA.

**G)** Gene expression levels of *hsp-4 and hsp-6* were assessed in N2, *pek-1*(ok275), *atfs-1*(tm4525) and *pek-1;atfs-1* strains using ΔΔCT method by qPCR, and normalised against *cdc-42* housekeeper gene. * p ≤ 0.05 One-way ANOVA.

**Supplementary Tables**

**Suppl.** **Table 1: Multiple comparison lifespan analysis at 20°C of wild-type (WT), *pek-1*(ok275) (PEK), *atfs-1(*tm4525) (ATFS) and *pek-1;atfs-1*.** Worms were treated with 1.25 μg/ml TM at EMBRYO stage during 24h, two independent experiments initiated with 100 animals per group.

**Suppl. Table 2: Multiple comparison Sodium Arsenite survival analysis at 20°C of wild-type (N2), *pek-1*(ok275) (PEK), *atfs-1*(tm4525) (ATFS) and pek-1;atfs-1.** Worms were treated with 1.25 μg/ml TM EMBRYO stage during 24h, two independent experiments initiated with 50 animals per group.

**Suppl. Table 3: Multiple comparison Paraquat survival analysis at 20°C of N2 wild-type (WT), *pek-1*(ok275) (PEK), *atfs-1(*tm4525) (ATFS) and *pek-1*;*atfs-1* strains.** Worms were treated with 1.25 μg/ml TM EMBRYO stage during 24h, two independent experiments initiated with 50 animals per group.

**Suppl. Table 4: Multiple comparison lifespan analysis at 20°C of wild-type L4440 CNT, L4440 TM, RNAi *lgg-1* CNT and RNAi *lgg-1* TM.** Worms were treated with 1.25 μg/ml TM at EMBRYO stage during 24h, experiments were initiated with 100 animals per group.

| Condition | χ² | p-value | Corrected p-value |
| --- | --- | --- | --- |
| L4440_CNT vs. L4440_TM | 15.25 | 1.00E-04 | 0.0003 |
| L4440_CNT vs. lgg-1_CNT | 5.23 | 0.0222 | 0.0665 |
| L4440_CNT vs. lgg-1_TM | 7.02 | 8.10E-03 | 2.42E-02 |
| L4440_TM vs. L4440_CNT | 15.25 | 0.0001 | 0.0003 |
| L4440_TM vs. lgg-1_CNT | 1.34 | 0.2471 | 0.7414 |
| L4440_TM vs. lgg-1_TM | 2.45 | 1.18E-01 | 0.3534 |
| lgg-1_CNT vs. L4440_CNT | 5.23 | 0.0222 | 0.0665 |
| lgg-1_CNT vs. L4440_TM | 1.34 | 2.47E-01 | 0.7414 |
| lgg-1_CNT vs. lgg-1_TM | 0.01 | 9.35E-01 | 1.00E+00 |
| lgg-1_TM vs. L4440_CNT | 7.02 | 8.10E-03 | 2.42E-02 |
| lgg-1_TM vs. L4440_TM | 2.45 | 1.18E-01 | 3.53E-01 |
| lgg-1_TM vs. lgg-1_CNT | 0.01 | 0.9354 | 1 |

**Suppl. Table 5: Multiple comparison lifespan analysis at 20°C of wild-type L4440 CNT, L4440 TM, RNAi *pdr-1* CNT and RNAi *pdr-1* TM.** Worms were treated with 1.25 μg/ml TM at EMBRYO stage during 24h, experiments were initiated with 100 animals per group.

| Condition | χ² | p-value | Corrected p-value |
| --- | --- | --- | --- |
| L4440_CNT vs. L4440_TM | 15.25 | 1.00E-04 | 0.0003 |
| L4440_CNT vs. pdr-1_CNT | 7.62 | 0.0058 | 0.0173 |
| L4440_CNT vs. pdr-1_TM | 1.33 | 2.49E-01 | 7.48E-01 |
| L4440_TM vs. L4440_CNT | 15.25 | 0.0001 | 0.0003 |
| L4440_TM vs. pdr-1_CNT | 2.11 | 0.1459 | 0.4377 |
| L4440_TM vs. pdr-1_TM | 6.33 | 1.19E-02 | 0.0357 |
| pdr-1_CNT vs. L4440_CNT | 7.62 | 0.0058 | 0.0173 |
| pdr-1_CNT vs. L4440_TM | 2.11 | 1.46E-01 | 0.4377 |
| pdr-1_CNT vs. pdr-1_TM | 1.11 | 2.91E-01 | 8.74E-01 |
| pdr-1_TM vs. L4440_CNT | 1.33 | 2.49E-01 | 7.48E-01 |
| pdr-1_TM vs. L4440_TM | 6.33 | 1.19E-02 | 3.57E-02 |
| pdr-1_TM vs. pdr-1_CNT | 1.11 | 0.2912 | 0.8737 |

**Suppl. Table 6: Multiple comparison lifespan analysis at 20°C of wild-type L4440 CNT, L4440 TM, RNAi *lmp-1* CNT and RNAi *lmp-1* TM.** Worms were treated with 1.25 μg/ml TM at EMBRYO stage during 24h, experiments were initiated with 100 animals per group.

| Condition | χ² | p-value | Corrected p-value |
| --- | --- | --- | --- |
| L4440_CNT vs. L4440_TM | 15.25 | 1.00E-04 | 0.0003 |
| L4440_CNT vs. lmp-1_CNT | 5.45 | 0.0196 | 0.0587 |
| L4440_CNT vs. lmp-1_TM | 8.68 | 3.20E-03 | 9.60E-03 |
| L4440_TM vs. L4440_CNT | 15.25 | 0.0001 | 0.0003 |
| L4440_TM vs. lmp-1_CNT | 1.1 | 0.2944 | 0.8831 |
| L4440_TM vs. lmp-1_TM | 0.39 | 5.33E-01 | 1 |
| lmp-1_CNT vs. L4440_CNT | 5.45 | 0.0196 | 0.0587 |
| lmp-1_CNT vs. L4440_TM | 1.1 | 2.94E-01 | 0.8831 |
| lmp-1_CNT vs. lmp-1_TM | 0.35 | 5.55E-01 | 1.00E+00 |
| lmp-1_TM vs. L4440_CNT | 8.68 | 3.20E-03 | 9.60E-03 |
| lmp-1_TM vs. L4440_TM | 0.39 | 5.33E-01 | 1.00E+00 |
| lmp-1_TM vs. lmp-1_CNT | 0.35 | 0.5554 | 1 |

**Suppl. Table 7: Multiple comparison lifespan analysis at 20°C of wild-type CNT, NAC, TM and NAC+TM.** Worms were treated with 1.25 μg/ml TM at EMBRYO stage during 24h, experiments were initiated with 100 animals per group.

| Condition | χ² | p-value | Corrected p-value |
| --- | --- | --- | --- |
| CNT vs. NAC | 0.08 | 7.81E-01 | 1.000 |
| CNT vs. TM | 5.64 | 0.0176 | 0.053 |
| CNT vs. NAC+TM | 3.2 | 7.34E-02 | 0.220 |
| NAC vs. CNT | 0.08 | 0.7814 | 1.000 |
| NAC vs. TM | 7.07 | 0.0078 | 0.024 |
| NAC vs. NAC+TM | 2.45 | 1.18E-01 | 0.353 |
| TM vs. CNT | 5.64 | 0.0176 | 0.053 |
| TM vs. NAC | 7.07 | 7.80E-03 | 0.024 |
| TM vs. NAC+TM | 14.83 | 1.00E-04 | 0.000 |
| NAC+TM vs. CNT | 3.2 | 7.34E-02 | 0.220 |
| NAC+TM vs. NAC | 2.45 | 1.18E-01 | 0.353 |
| NAC+TM vs. TM | 14.83 | 0.0001 | 0.000 |

**Suppl. Table 8: Key resources table.**

**Uncropped Western blot membranes:**

**
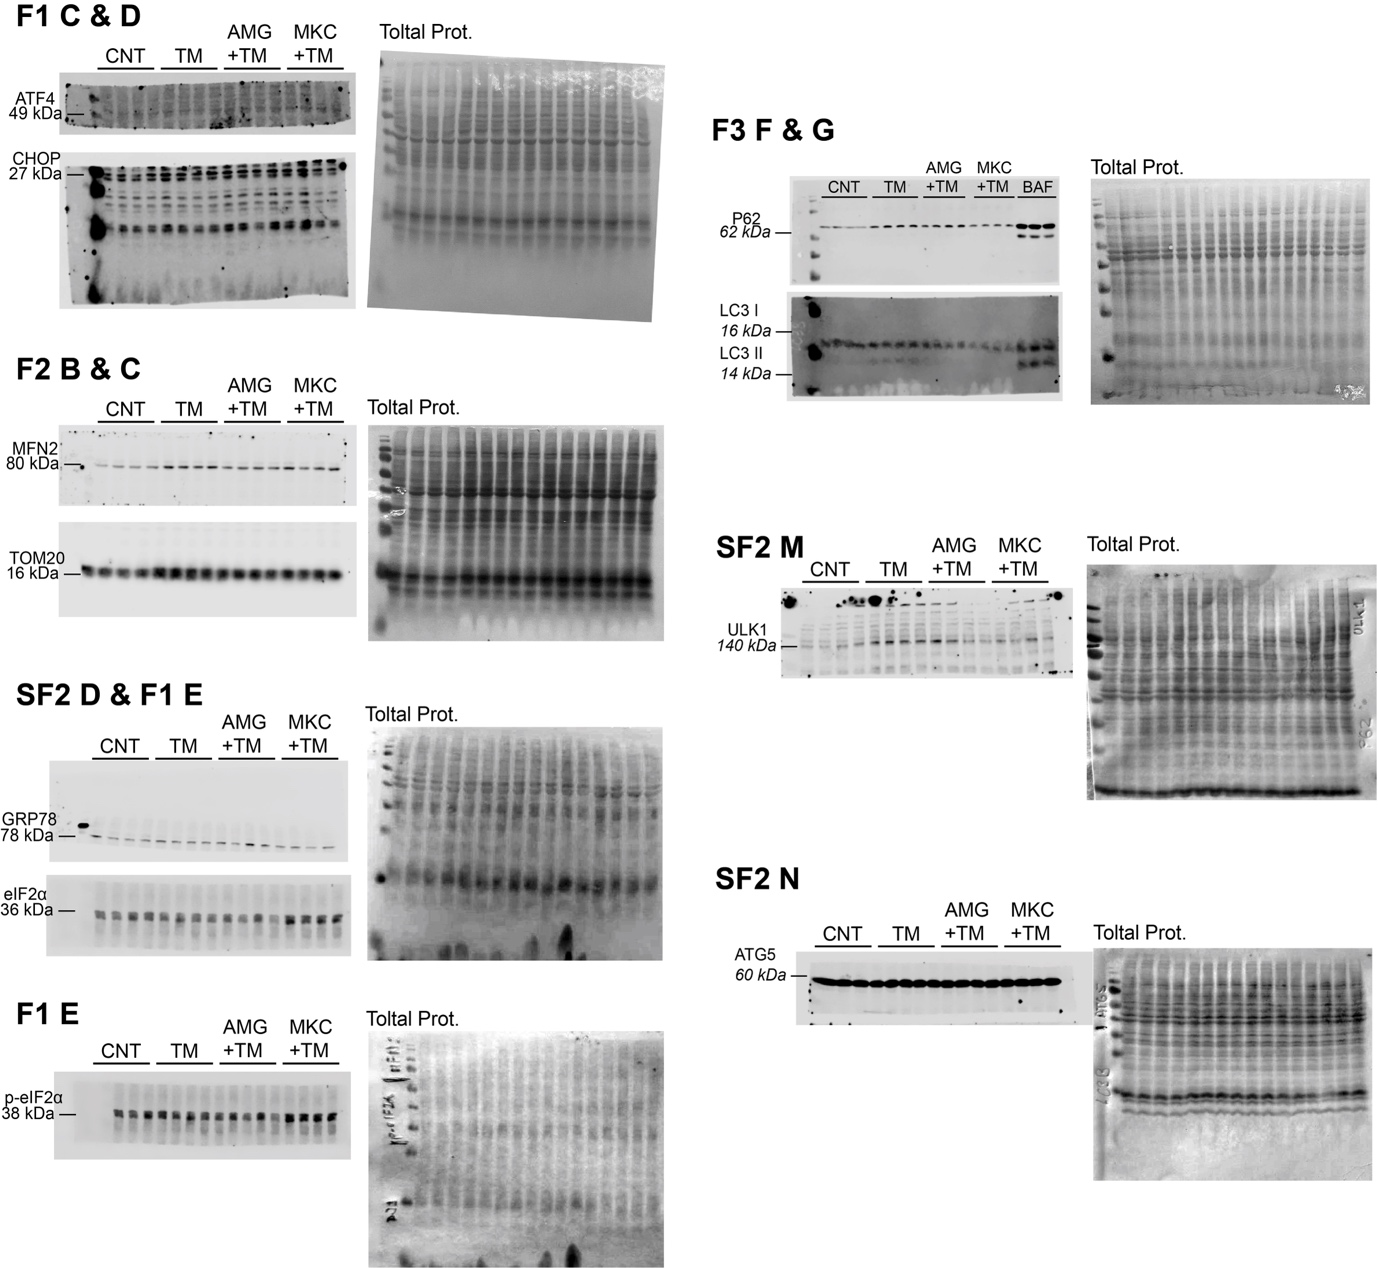
**

**Uncropped Western blots**. Uncropped membranes of the Western blot analysis shown in Figure 1, 2, 3 & Suppl. Figure 2.

How the deposited data were processed for this re-analysis (not part of the article)

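The processed data are a single table of RNA-seq values from N2 worms in 4 groups of 4 libraries, EMBRYO CNT, EMBRYO TM, L4 CNT and L4 TM. The condition of each library was taken from the sample labels and the paper, and no library was left unmapped.

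The authors aligned the reads with HISAT2, counted them with featureCounts, tested them with DESeq2 and deposited FPKM values for 46589 genes, of which 20528 are listed as protein-coding. The authors' deposited table also holds 4 columns of group means, which equal the means of the 4 libraries of each group, and the gene length and position. In those headings the EMBRYO groups are called L1 and the L4 groups D1. The genome build is not given in the sources used here. Gene starts of 23812 small and noncoding genes were the same as in the WBcel235 annotation for 99.8% of them, and those of protein-coding genes for 27.1%, so positions are given as the deposited table has them. Gene symbols were taken from the WBcel235 annotation for 43466 genes and from a RefSeq gene table for 1859 genes, and 1264 genes had no match.

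The deposited FPKM values are whole multiples of what 1 read is worth in every library, which gave the reads on genes, from 12361026 to 47193068 per library. The library size in the authors' FPKM is a median-ratio size factor times a constant, not the total of the library itself. Genes with a few reads carry a large counting error, and PCR duplicates cannot be separated from independent fragments.

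All tests were run in R 4.3.3 with limma 3.58.1. Values were transformed as log2(FPKM + 1), genes with a mean FPKM under 1 over the libraries compared were left out, and linear models with empirical Bayes moderation and a mean-variance trend were fitted to the 8 libraries of each comparison, or to all 16 for the stage by treatment interaction. P-values are two-sided and adjusted by Benjamini-Hochberg over the genes tested. Gene lists, 24 in all, were written by hand before the data were examined and are not the KEGG sets of the paper; they were tested with camera at a preset correlation of 0.01 and with fry, and adjusted over the lists. Camera compares a list with the other genes, while fry asks whether the listed genes changed at all, so the 2 answer different questions. Sets of the size and makeup of the paper's own were not tested. The genes named singly are those named in the paper's text, the vitellogenins, members of lists of at most 10 genes, the genes of the fatty acid diagrams whose direction differs from the diagram, and, for each TM comparison, the 5 largest increases and 5 largest decreases past both thresholds with no overlap between groups. Genes behind a count of at most 5, and the labelled genes of Fig. 5 within the fold change threshold, were named after their values were seen. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

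The gene test was tested on simulated data, with counts drawn for the real genes and library sizes and 200 genes changed by 2 on the log2 scale. The changed genes were taken from those with a mean FPKM of at least 5, and all genes had the same dispersion. Recovery of lower genes, or of changes near the fold change threshold, was thus not tested. Over 14971 genes simulated for the EMBRYO comparison it recovered 95% of them, with 7.28% of its calls wrong, and over 11972 genes for the L4 comparison it recovered 100%, with 6.85% of its calls wrong. For the comparison of the control groups, over 14266 genes, it recovered 95%, with 4.98% of its calls wrong.

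Alternatives were other pseudocounts (0.1 and 5), no filter or a mean FPKM of at least 5, median-ratio and TPM rescaling, protein-coding genes alone, each library left out in turn, the replicate number as a block, all 16 libraries in one model, and no fold change threshold. Tests with limma's voom on the recovered reads, an exact permutation of the libraries for the lists, and the 6 qPCR genes relative to the qPCR reference genes cdc-42 and pmp-3, were added after the data were seen. The count model the authors used was not run on the recovered reads. GC content was not checked, because no genome sequence was used here. The qPCR, imaging and lifespan measurements of the paper were not analysed here.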

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

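The tests of library scaling, of progeny and of food shortage for the control groups, those of independent fragments and of depth for L4 TM replicate 4, and that of gene length for the deviation common to a pair of libraries were chosen after the results were seen.

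The 2 control groups, which the paper does not compare with each other, differed at 5773 genes past both thresholds of the limma test, 3713 higher in EMBRYO CNT and 2060 higher in L4 CNT, out of 14221 tested. Only the true split of the 8 libraries gave as many, 1 of 35. With every library thinned to 12361026 reads the count was 5775, which argues against depth. With a length trend removed from each library it was 5685, which argues against gene length, and under TPM rescaling it was 5789, which argues against the authors' scaling as the whole cause. Under TPM rescaling the split moved to 4455 higher and 1334 lower, with the median of all genes at 0.25 on the log2 scale against 0.08 in the main analysis. EMBRYO CNT had lower medians for vitellogenins (-5.22), oocyte and eggshell genes (-0.63), fatty acid metabolism (-1.12) and peroxisome genes (-1.38), with all 17 germline genes lower as well, and higher ones for neuronal genes (1.66), body wall muscle (0.99) and moulting and larval cuticle genes (1.39). Sperm genes went the other way from the other germline lists and were higher in EMBRYO CNT (median 0.57, camera adjusted p = 0.00644, 46 of 54 genes above 0). What a younger population would give for the sperm genes depends on its stage, so that list is left aside here. The vitellogenin, germline, oocyte, neuronal, muscle and moulting lists lie on the side of a younger population, or of larval progeny, in the EMBRYO CNT plates. Either may explain part of these shifts. Both stay open, since these lists had been seen when the explanation was written. For embryonic progeny, 11 embryonic regulators, which do not bear on larvae, were at the 65.5th percentile among 10000 random lists matched on expression, with 7 of them higher and 1 lower in EMBRYO CNT by adjusted p, and this does not decide it. The authors' heading L1 for the EMBRYO means is not explained in the sources used here. A list of 14 dauer-linked and fasting-linked genes was at the 99.8th percentile in EMBRYO CNT against L4 CNT but at the 15.6th percentile in EMBRYO TM against CNT, so food shortage or dauer formation is open as well. The same list was lower in L4 TM than in L4 CNT, with a median of -0.41. Time on the plates and batch could also differ between the stages, and the design holds the EMBRYO and L4 groups apart in every such respect, so these cannot be told apart from stage.

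The effect of TM differed between the EMBRYO and L4 comparisons at 1486 genes by the interaction test. When TM and CNT were reassigned within each stage in 100 draws, the true one included, 2 gave as many. In the other draw, with 1770 genes, all 4 EMBRYO labels had been exchanged and 2 of the 4 L4 TM labels kept, so it held the EMBRYO effect with its sign turned. Chance in the assignment is thus an unlikely source of a count of this size. The lysosome list differed by a median of 0.48 and the fatty acid metabolism list by 0.86. All 6 genes of the qPCR in Supplementary Fig. 4G and 4H differed, by 1.65 in vha-6, 2.40 in asah-1, 4.21 in cpr-1, 4.83 in acox-1.5, 1.53 in elo-2 and 2.82 in fat-5 on the log2 scale. Of these, vha-6 (-1.74), acox-1.5 (-4.35), elo-2 (-2.29) and fat-5 (-3.16) were lower in EMBRYO CNT than in L4 CNT by limma, so they had room to rise in EMBRYO TM; whether this contributes was not tested. asah-1 was higher in EMBRYO CNT (0.40, limma adjusted p = 0.00145), and cpr-1 did not pass the test (-0.21, limma adjusted p = 0.162) except without L4 CNT replicate 2, where it was lower (-0.36). The interaction is a difference of differences and does not say which control group is out of place.

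L4 TM replicate 4 stood apart from the other 3 libraries of its group in 3 of 20 tests of library measures over the 4 groups, where chance flags about 1 in 20. It had 47193068 reads, the fewest detected genes of its group (15377), and 0.702% of detected genes with a single read. A lower depth is excluded, since 47.2 in units of 1e6 reads is the highest of all libraries. Among genes for which the other 3 libraries of the group lead to 1 to 3 reads expected, 82.1% were at 0 in this library, against 14.2% by Poisson counting and 16.7% to 36.3% in the other 15 libraries. This is consistent with fewer independent fragments behind its reads, such as after strong amplification of little RNA. Whether the plate itself differed was not tested.

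In the 24 tests of the 6 genes over the 4 groups, 3 values from a pair of libraries stood apart: cpr-1 in L4 CNT replicate 2 (807.6 FPKM) and L4 TM replicate 4 (148.6 FPKM), and fat-5 in L4 TM replicate 4 (16.7 FPKM). The deviations of L4 CNT replicate 2 and L4 TM replicate 4 from their group means had a Pearson r of 0.47 across 13856 genes, and 0.470 after removal of a length trend, which argues against gene length. These libraries have different numbers and treatments. A shared deviation could come from the plates or from the preparation of the libraries, and neither was tested.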

How the results depend on the processing

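The voom tests on recovered reads, the exact permutation of the libraries and the scale relative to the qPCR reference genes were added after the data were seen; all other settings were fixed before. The counts of changed genes depended on the pseudocount, the filter and the test more than on any single library. For EMBRYO TM higher, a pseudocount of 5 gave 427, voom without a filter 1261 and no fold change threshold 3837, against 756. For EMBRYO TM lower, a pseudocount of 5 gave 440, a mean FPKM of at least 5 gave 699, voom 1705, voom without a filter 2529 and no fold change threshold 4026, against 1136. For L4 TM higher, a pseudocount of 0.1 gave 111 and of 5 gave 27, a mean FPKM of at least 5 gave 43, voom 123, voom without a filter 164 and no fold change threshold 2428, against 70. For L4 TM lower, a pseudocount of 0.1 gave 579 and of 5 gave 180, voom 645, voom without a filter 863 and no fold change threshold 1895, against 383. With a mean FPKM of at least 5, where fewer genes are tested, the control groups differed at 3498 genes (against 5773) and the interaction held 982 (against 1486). A pseudocount shrinks or widens the fold changes of low genes by its construction; for the other settings the cause was not tested. Leaving out each library in turn gave 744 to 804 higher and 1068 to 1267 lower genes in EMBRYO TM, 69 to 73 and 363 to 408 in L4 TM, 5621 to 5925 between the control groups and 1403 to 1546 for the interaction.

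The replicate number as a block gave 754 higher and 1129 lower genes in EMBRYO TM and 68 and 374 in L4 TM. Same-numbered libraries did not deviate together: the correlations of their deviations lay between -0.226 and 0.0883 in the EMBRYO groups and between -0.313 and 0.199 in the L4 groups, so the numbers do not pair the samples.

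The correlation of the 2 TM effects stayed between 0.32 and 0.39 under every setting run. The lysosome and fatty acid metabolism lists in both TM comparisons and the interaction, core autophagy in EMBRYO TM, and the peroxisome and longevity lists in L4 TM kept their direction and their side of the threshold under every setting run for them, with p of at most 0.0286. Oxidative phosphorylation in EMBRYO TM crossed it only under fry (0.0309, range 0.0309 to 0.556), mitophagy in L4 TM under fry (0.00267) and the exact permutation (0.0286, range 0.00267 to 0.352), and core autophagy in L4 TM lost it under the exact permutation (0.0571, range 0.00228 to 0.0571); the cause was not tested. The number of lists called by camera is not a safe measure: 10 of 35 splits of the EMBRYO libraries called at least the 16 lists of the true split, and 9 of 35 splits of the L4 libraries at least 14, so chance in the grouping is not excluded for the number of lists. For the number of changed genes it is, with 1 of 35 splits as large in EMBRYO TM and 1 of 35 in L4 TM.

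Over 101 values of single genes and 1319 settings, none reversed, 91 settings lost a call and 9 gained one, in 25 of the 101 values. Under median-ratio or TPM rescaling the medians of the mitochondrial stress targets and the ribosomal proteins in EMBRYO TM and of the UDP-glucuronosyltransferases in L4 TM changed sign, all being within 0.1 of 0. Depth limits genes with few reads.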

Differences from the paper's values

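The paper reports 1249 genes higher and 2042 lower in EMBRYO TM, and 146 higher and 811 lower in L4 TM; the values here were 756, 1136, 70 and 383. Among the alternatives set before the data were examined, a pseudocount of 0.1 came within 1.5 times of the paper's value for all 4 counts (976, 1697, 111 and 579). TPM rescaling did so for EMBRYO TM lower (1466). EMBRYO TM higher was not within 1.5 times of it under median-ratio rescaling (754), TPM rescaling (745), no filter (766), a mean FPKM of at least 5 (589), a pseudocount of 5 (427), protein-coding genes alone (728), the replicate block (754), one model of all 16 libraries (759) or no fold change threshold (3837), nor were EMBRYO TM lower or the L4 counts under the settings other than those named. No setting that left out a library came within 1.5 times of it. voom on the recovered reads, chosen after seeing the values, gave 1007, 1705, 123 and 645, and without a filter, also chosen after seeing them, 1261, 2529, 164 and 863, all within 1.5 times; of the 30 genes the paper names or labels in the EMBRYO comparison voom leaves 0 short of both thresholds, against 1 in the main analysis, and of 16 in the L4 comparison 5 with the filter and 4 without it, against the same 5 in the main analysis. Of these 5, fat-5 and vha-6 are genes that the paper reports by qPCR.

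The diagram of Supplementary Fig. 4D draws 7 genes as lower in L4 TM. The tally here is 4 lower and 3 higher, the latter fasn-1 (0.46), ech-6 (0.30) and ech-2 (0.18) on the log2 scale. The 8 drawn as higher were all higher.

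The paper describes vha-6 and fat-5 as lower in L4 TM by qPCR. In the RNA-seq values vha-6 changed by -0.11 with a limma adjusted p of 0.234, and passed the test without L4 TM replicate 4 (-0.15). The qPCR values are relative to cdc-42 and pmp-3, which were at 0.23 and 0.29 in L4 TM. On that scale, chosen after seeing the values, vha-6 was lower, at -0.36 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0312 over 12 tests). Of the 8 changes that the paper describes from Supplementary Fig. 4G and 4H, 0 were dropped on that scale. fat-5 was lower on both scales (-0.83 and -1.09). In EMBRYO TM all 6 genes of Supplementary Fig. 4G were higher, the direction the paper gives. The paper also describes hsp-4 and hsp-6 as increased by qPCR in N2 worms after early TM (Supplementary Fig. 5G), relative to cdc-42. In the EMBRYO TM RNA-seq values hsp-4 was higher (0.93, limma adjusted p = 5.34e-05). No change was seen in hsp-6 (0.03, limma adjusted p = 0.894).

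The paper reports enrichment of oxidative phosphorylation genes in EMBRYO TM and a decrease of mitophagy genes in L4 TM. With hand-written lists rather than the paper's sets, and camera, neither passed the threshold (adjusted p = 0.188 and 0.284), and both did under fry (0.0309 and 0.00267); mitophagy also did under the exact permutation of the libraries (0.0286), chosen after seeing the values. The mitophagy list was lower in EMBRYO TM as well (-0.34), and its effects at the 2 stages did not differ by the interaction test (-0.08, camera adjusted p = 0.748). The paper reports higher expression of autophagy genes, by way of lysosomal pathways, in EMBRYO TM. The lysosome list was higher there (0.45) and the core autophagy list lower (-0.33).

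The paper describes opposite expression of lipid metabolism genes at the 2 stages. Of 70 fatty acid metabolism genes, 23 were higher in EMBRYO TM and lower in L4 TM, 1 was the other way round, and 46 had the same sign in both, while the difference between the effects was past the test and positive for 48. Of 28 peroxisome genes, 10 of them in the same list, 19 were higher in EMBRYO TM and lower in L4 TM, none was the other way round, and the difference was past the test and positive for 22.

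All genes labelled in Fig. 5D and Fig. 5E had the labelled direction. unc-31 in the EMBRYO comparison (-0.99) and asp-1, lbp-7 (-0.95) and prx-13 (-0.94) in the L4 comparison were within the fold change threshold. unc-31 passed it with a pseudocount of 0.1, under TPM rescaling and with voom, and asp-1 under TPM rescaling and with voom without a filter, voom having been chosen after seeing the values.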

Other observations

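The tests of length in EMBRYO TM replicate 4, of exchanged labels and of vitellogenin copies were chosen after the result was seen; the tests of the vitellogenins against the germline lists and of the correlation against length and expression were set before.

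All 6 vitellogenin genes were higher in EMBRYO TM, with a median log2 fold change of 4.49, and their median in EMBRYO CNT was 5.22 below that in L4 CNT, at -5.22. In L4 TM their median was -0.27. vit-2 was the least changed in EMBRYO TM (1.09, limma adjusted p = 0.0285) and lost its call without any single library other than EMBRYO CNT replicate 1 and EMBRYO TM replicate 4, with values of 0.89 to 1.10 on the log2 scale without those libraries. A difference in developmental age or germline state between the EMBRYO groups is a candidate explanation: sperm genes (median 1.46) and germline genes (0.60) were also higher in EMBRYO TM, and their effects differed from those in L4 TM by 1.42 and 0.31 (camera adjusted p = 6.49e-16 and 0.0260). Oocyte and eggshell genes (0.34) were higher by camera (adjusted p = 0.0101) and not by fry (adjusted p = 0.0894) or the exact permutation (p = 0.0857). They rose in L4 TM too (0.39), with a difference of -0.02 (camera adjusted p = 0.735), so they do not point to a change particular to the EMBRYO groups. Moulting and larval cuticle genes were higher as well (0.43), and were also higher in EMBRYO CNT than in L4 CNT (1.39). Sperm genes were already higher in EMBRYO CNT than in L4 CNT (0.57), so their rise leads away from L4 CNT, unlike that of the other germline lists. What a shift in age between the EMBRYO groups would do to the sperm and moulting genes depends on the stages. The stages were not measured here, so these 2 lists do not decide on age. Reads shared between copies are not the whole cause, since vit-6, the most distant member, rose by 2.54. Labels exchanged between the EMBRYO plates are argued against by the endoplasmic reticulum stress targets, which rose in EMBRYO TM (median 0.35) as in L4 TM (0.27). Whether the EMBRYO groups differed in age or germline state, and if so whether TM or the plates brought it about, stays open.

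The effects of TM at the 2 stages were positively correlated across genes, and after removal of trends with gene length and expression r was 0.331, so such trends are unlikely to be the source. The effect of TM in the EMBRYO groups was negatively correlated with the difference between the control groups. With separate pairs of EMBRYO CNT libraries on the 2 sides, so that no library was shared, r was -0.609 on average over 6 divisions, from -0.626 to -0.585, across 13856 genes. Genes with lower values in EMBRYO CNT than in L4 CNT thus tended to rise in EMBRYO TM, and genes are not independent replicates.

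EMBRYO TM replicate 4 was the farthest from its group (SD of its deviations 0.377 on the log2 scale, against at most 0.294 in the other 3 libraries), and had 6.00% of its reads on ribosomal RNA. After removal of a length trend the SD was 0.366, which argues against gene length. No biological explanation was tested.

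hsp-4, the usual marker of the endoplasmic reticulum unfolded protein response, rose from 75.1 ± 8.11 to 144.1 ± 8.02 FPKM in the EMBRYO groups (SD, n = 4) and from 129.7 ± 4.13 to 192.1 ± 15.5 FPKM in the L4 groups, log2 fold changes of 0.93 and 0.56 (limma adjusted p = 5.34e-05 and 5.39e-04). hsp-6, a marker of the mitochondrial response, changed by 0.03 in EMBRYO TM (limma adjusted p = 0.894) and 0.37 in L4 TM (adjusted p = 0.0244). The hsp-6 call in L4 TM was lost without L4 CNT replicate 3 (0.39) or L4 TM replicates 1 (0.34), 2 (0.36) or 3 (0.33). The list of 9 mitochondrial stress targets, hsp-6 among them, had medians of 0.07 in EMBRYO TM and 0.29 in L4 TM. In EMBRYO TM, hsp-60 rose by 1.23 (limma adjusted p = 5.98e-04), past both thresholds, and lonp-1 (0.77, limma adjusted p = 2.26e-05), spg-7 (0.78, limma adjusted p = 0.00347) and dnj-10 (0.31, limma adjusted p = 0.0215) passed the adjusted p alone. The dnj-10 call was lost under TPM rescaling (0.25) and without EMBRYO CNT replicates 1 (0.28) or 4 (0.30) or EMBRYO TM replicate 2 (0.30). The shift of the list was past the threshold by fry (adjusted p = 6.69e-04) and not by camera (adjusted p = 0.121), and 18 of the 35 splits gave a median as large (two-sided exact permutation test, p = 0.514). In L4 TM, hsp-60 (0.62), lonp-1 (0.34), dnj-10 (0.32) and spg-7 (0.29) were higher by adjusted p and dve-1 (-1.15) was lower past both thresholds. The call of lonp-1 was lost under TPM rescaling (0.33) and with the replicate block, and that of spg-7 under median-ratio rescaling (0.23), with the replicate block and without L4 CNT replicate 3 (0.27) or L4 TM replicates 1 (0.26) or 3 (0.26), while clpp-1 (-0.21) and ymel-1 (0.18) passed the test only without L4 TM replicate 4. The list passed in L4 TM by fry (adjusted p = 0.0304) and by the exact permutation (p = 0.0286) and not by camera (adjusted p = 0.304). In L4 TM, pek-1 (-0.52) and xbp-1 (-0.35) were lower and ire-1 (0.31) higher by limma, and in EMBRYO TM atf-6 was lower (-0.58). In EMBRYO TM, pek-1 (-0.20), ire-1 (0.18), atfs-1 (0.28), pdr-1 (0.21) and lgg-1 (-0.49) passed the test, but each lost its call without most single libraries. The call was lost without any library other than EMBRYO CNT replicate 3 for pek-1 (-0.22 to -0.17), EMBRYO TM replicate 4 for ire-1 (0.15 to 0.19) and atfs-1 (0.21 to 0.30), EMBRYO CNT replicate 4 and EMBRYO TM replicate 4 for pdr-1 (0.16 to 0.22), and EMBRYO CNT replicate 1 and EMBRYO TM replicate 4 for lgg-1 (-0.52 to -0.37). In L4 TM, lgg-1 was at -0.74, pdr-1 at 0.21, atf-6 at 0.23 and atfs-1 at 0.09, of which atf-6 passed the test only without L4 TM replicate 1 (0.30) and atfs-1 only without L4 CNT replicate 2 (0.16). lmp-1 changed by -0.24 and 0.11 and cox-4 by -0.02 and 0.05 in EMBRYO TM and L4 TM, none past the test, and gst-4 by 0.99 and 1.34. The qPCR reference genes cdc-42 (0.23 and 0.23) and pmp-3 (0.26 and 0.29) were above 0 in both comparisons. In EMBRYO TM the call of cdc-42 was lost without EMBRYO CNT replicate 3 (0.21) or 4 (0.22) and that of pmp-3 without any library other than EMBRYO CNT replicate 1 and EMBRYO TM replicate 4 (0.23 to 0.27), and in L4 TM cdc-42 passed the test only without L4 CNT replicate 2 (0.31) or with voom.

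Of the other lists, EMBRYO TM had medians of -0.58 for neuronal genes, -1.02 for neuropeptides, -0.52 for body wall muscle, 0.72 for intestine, 2.67 for adult collagens, 0.60 for all collagens, 1.87 for lysozymes, 0.02 for ribosomal proteins, 0.23 for reference genes, 0.43 for peroxisome, -0.34 for mitophagy and -0.14 for longevity. L4 TM had -0.29, -0.63, -0.07, -0.38, 0.53, 0.12, -0.57, 0.07 and 0.26 for the first 9 of these, and 0.10 for oxidative phosphorylation, 0.39 for oocyte and eggshell, 0.31 for germline, -0.03 for sperm and -0.45 for moulting. The neuropeptide genes were lower in both comparisons, with 58 of 114 and 11 of 87 past both thresholds, under each scaling run with medians below 0.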
